# Multicomponent parenteral lipid emulsions do not prevent liver injury in neonatal pigs with obstructive cholestasis

**DOI:** 10.1172/jci.insight.189196

**Published:** 2025-04-17

**Authors:** Greg Guthrie, Caitlin Vonderohe, Valeria Meléndez Hebib, Barbara Stoll, Douglas Burrin

**Keywords:** Hepatology, Metabolism, Fibrosis

## Abstract

Biliary atresia (BA) is a pediatric liver disease that often necessitates parenteral nutrition (PN) to support growth due to impaired liver function. While soy-based lipid emulsions (SLE) are commonly used in PN, they may contribute to cholestatic liver injury. In contrast, mixed lipid emulsions (MLE) show promise in preventing cholestasis in infants without BA, potentially by restoring bile flow. However, their effectiveness in patients of complete bile duct obstruction, as seen in BA, remains uncertain. To explore the potential benefits of MLE in BA, we utilized a neonatal pig model of bile duct ligation (BDL). Pigs underwent either BDL or sham surgery and were subsequently fed either MLE or SLE via PN, or enterally with formula. The MLE-BDL pigs exhibited significantly greater weight gain compared with those fed SLE or formula enterally. Additionally, MLE-BDL pigs showed higher serum bile acid and γ-glutamyl transferase concentrations compared with SLE-BDL pigs. However, no significant differences in liver injury, assessed by ductular reaction or fibrosis, were observed between MLE- and SLE-BDL pigs. Based on weight gain alone, MLE may be a superior lipid emulsion for use in neonates with obstructive cholestasis.

## Abstract 2

Multicomponent lipid emulsions enhance weight gain in obstructive cholestasis compared to enteral or soy-based parenteral nutrition, but do not protect against liver injury.

## Introduction

Neonatal cholestasis arises from the impairment of bile flow or reduced clearance of bile. The components of bile, notably bilirubin and bile acids, accumulate, leading to hepatic inflammation and injury. The most common form of obstructive neonatal cholestatic liver disease, biliary atresia (BA), occurs in 1 in 12,000 live births in the United States (1) and varies between 0.5 and 1.6 in 10,000 live births globally (2, 3). BA is a fibro-obliterative cholangiopathy, which causes complete loss of extrahepatic bile ducts in most patients. Infants diagnosed with BA undergo surgical Roux-en-Y anastomosis called the Kasai procedure (hepatoportoenterostomy) to restore bile flow from the liver to the intestines. However, approximately 30%–50% of infants who receive a hepatoportoenterostomy do not regain adequate bile flow and require liver transplant within 2 years of life (4). Infants with BA have multiple challenges to meet energy requirements due to impaired fat absorption and increased metabolic stress (5). The inability to meet these energy requirements can result in failure to thrive, which is associated with need of early transplantation and death at 2 years (6). Thus, in infants with BA with either failed or inadequate enteral (ENT) feeding, parenteral nutrition (PN) becomes a necessary intervention to maintain the growth needs of this at-risk population.

PN provides essential nutrients and energy for many infants, supporting their growth and survival (7, 8). However, prolonged PN use (>2 weeks) can lead to PN-associated liver disease (PNALD) (9), which is characterized by elevated serum markers (direct bilirubin, bile acids, transaminases), along with liver damage, immune cell infiltration, and fibrosis (9, 10). While all components of PN have been investigated for their potential role in causing PNALD, the lipid component has been the most frequently identified as a direct contributor (11, 12). Soy-based lipid emulsions (SLE) were once the primary choice for PN, but concerns about their potential role in the development of PNALD have led to increased adoption of fish oil and mixed lipid emulsions (MLE) as potentially safer alternatives (13–18).

While there has not been a clear consensus on what component in SLEs drive PNALD development, some factors have been postulated. SLEs are high in omega-6 fatty acids and low in omega-3 fatty acids, which may promote the production of proinflammatory mediators (19–21). They also contain phytosterols, cholesterol-like molecules produced exclusively in plants that may antagonize bile acid homeostasis (22) and promote an inflammatory response (23–25). To address this issue, new generation MLEs (SMOFlipid) have been developed containing soy oil, fish oil, olive oil, and medium chain triglycerides (26). MLEs have higher concentrations of omega-3 fatty acids, primarily docosahexaenoic acid (DHA) and eicosapentaenoic acid (EPA), and have lower phytosterol content. While there have been conflicting clinical reports, some clinical studies support the use of MLEs to prevent or resolve cholestasis during PN (27–31). While many groups suggest that the potential benefit of MLEs comes from the better balanced fatty acid composition and reduced phytosterols concentration, recent research from our lab suggests that MLEs maintain normal bile flow into the gut, which could explain why it prevents cholestasis or PNALD (32). Thus, it is important to establish whether MLEs are hepatoprotective in circumstances when patients are given PN, but bile flow is obstructed, as is the case with obstructive cholestatic liver diseases.

From the limited data available, the use of SLE in PN during BA is effective in maintaining growth and body weight, yet liver disease can be more severe than ENT feedings (33). It is clinically relevant to know if MLE administration in BA is appropriate to both support growth and reduce the progression of liver injury compared with current SLEs. A recent retrospective study on the use of PN during BA by Wendel et al. did not show accelerated liver disease in patients receiving PN, but they did not include the lipid source and likely have fish oil–based emulsions in their cohort (34). In this study, we will provide a direct test of whether MLE provides hepatoprotection and supports normal growth compared with SLE in neonatal PN-fed pigs with obstructive cholestasis. The results from this study will have direct implications for the choice of lipid emulsion in infants with BA who need PN support.

## Results

### MLE does not improve serum chemistry markers of cholestasis or liver injury.

Serum direct bilirubin is a standard marker used to determine cholestasis in clinical settings. In all groups with bile duct ligation (BDL), direct bilirubin was significantly elevated compared with their diet controls (Figure 1A). Within the BDL groups, SLE-BDL direct bilirubin was significantly higher than both ENT-BDL (ENT-BDL) and MLE-BDL. The BDL groups also exhibited increased serum concentrations of markers of hepatic injury. Serum γ-glutamyl transferase (GGT), a marker of cholangiocyte injury often seen elevated in obstructive cholestasis in infants, was significantly elevated in all BDL groups compared with their sham controls (Figure 1B). The MLE-BDL had the largest increase in serum GGT, which was significantly greater than both ENT-BDL and SLE-BDL. The hepatocyte marker of injury, aspartate aminotransferase (AST), was significantly elevated in the TPN groups that had BDL (Figure 1C). However, the ENT-BDL group AST concentration was identical to that of the ENT-sham. While albumin (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.189196DS1) remained consistent, globulin (Supplemental Figure 1K) increased significantly in both ENT-BDL and MLE-BDL, relative to their respective sham groups. This led to a significant decrease in the albumin/globulin (Supplemental Figure 1B) ratio only in the ENT-BDL group.

### MLE improves growth rate during obstructive cholestasis.

Infants with BA are often at risk of failure-to-thrive due to poor absorption of dietary fats, and this is compounded by metabolic dysfunction secondary to liver injury. In our pig model, ENT-BDL pigs also had a significantly impaired growth rate compared with ENT-sham pigs (Figure 2A). The SLE-sham and SLE-BDL pigs were not significantly different from each other but overall had poorer growth compared with ENT or MLE pigs. Surprisingly, the MLE-BDL pigs had a comparable growth rate to ENT-sham and made up the only BDL group with an increase in growth rate compared with their sham control. In contrast to growth rate, liver weight significantly increased for all BDL groups compared with sham controls (Figure 2B). Within the BDL groups, TPN feeding led to significantly larger livers in the SLE-BDL and MLE-BDL groups compared with the ENT-BDL groups, yet liver weight did not differ between SLE-BDL and MLE-BDL. The combination of BDL and TPN did not affect the growth of the intestines, but consistent with other TPN studies (35, 36), groups that received PN (SLE and MLE) had small intestines that were about 50% the weight of ENT diet pigs (Figure 2C).

### MLE does not reduce liver injury during obstructive cholestasis.

We evaluated liver histopathology to identify hepatocellular injury resulting from BDL. Ductular reaction occurs in many forms of obstructive cholestasis in response to cholangiocyte and hepatocyte injury. In the pigs with BDL, there was a significant increase in the number of pancytokeratin-stained (panCK-stained) cells (Figure 3, A and B). We also examined fibrosis, a manifestation of liver injury, by using Sirius red to stain collagen within the tissue (Figure 3C). The ENT-BDL pigs showed significant increases in collagen deposition compared with the ENT-sham group (Figure 3, C and D). In contrast, the TPN groups (SLE and MLE) had less collagen-positive staining and did not differ from their respective sham groups.

Furthermore, we investigated genes associated with the progression of liver injury (Figure 3, E–G). *SOX9*, a gene implicated in ductular reaction (37, 38), was significantly upregulated in all BDL groups compared with their respective sham controls. Several markers of fibrosis also increased in the BDL-treated pigs. *MMP7* mRNA significantly increased in all the BDL surgery groups compared with respective sham controls. The expression on ENT-BDL was the highest among the BDL groups and significantly different than SLE-BDL. *TGFB1* mRNA expression only increased in the MLE-BDL group, which was significantly different from both MLE-sham and the ENT-BDL and SLE-BDL groups.

### Bile acid clearance and composition differs between enteral and parenteral BDL groups.

To understand the effect of BDL on bile acid homeostasis, we first examined the total bile acid concentration in 4 important compartments related to bile acid circulation: plasma, liver, distal ileum, and urine (Figure 4, A–D). Total plasma bile acids significantly increased in the ENT-BDL and MLE-BDL compared with their respective controls. Plasma bile acid levels in SLE-BDL did not differ from SLE-sham, as both the SLE-treated groups had high concentrations of bile acids (approximately 70 μM). The MLE-BDL had the highest concentration of plasma bile acids; they were significantly greater than both the ENT-BDL and SLE-BDL concentrations. Liver bile acid concentrations were elevated in ENT-BDL and MLE-BDL groups compared with their respective sham controls. Again, the MLE-BDL group had significantly higher hepatic bile acid concentrations compared with the ENT-BDL group. In contrast, the loss of bile flow from BDL led to significantly lower bile acid levels in the distal ileum of the SLE-BDL and MLE-BDL groups compared with their sham controls. Interestingly, the MLE-sham group had the highest concentration of bile acids in the intestine, more than 3 times that of the ENT-sham pigs. Bile acid levels were assessed in urine to quantify kidney clearance of plasma bile acid. ENT-BDL pigs had significantly more urinary bile content than ENT-sham, as well as SLE-BDL and MLE-BDL. The SLE-sham, SLE-BDL, and MLE-BDL urinary bile acid concentrations were the same. MLE-BDL urinary bile acid concentrations were significantly higher than MLE-sham concentrations.

In addition to the observed change in the compartmentalization of bile acids, we were also interested in whether the composition of bile acids shift after BDL and with differing dietary lipid source. We first examined the composition of individual bile acids that were pooled for their unconjugated and conjugated forms (Figure 4E). There was a large increase (26%) in the relative concentration of hyocholic acid (HCA) in the ENT-BDL compared with the ENT-sham and a large decrease (66%) in the concentration of hyodeoxycholic acid (HDCA). We observed similar increases (34%) in HCA in the SLE-BDL group compared with SLE-sham. However, HDCA did not decrease as much (40%) in the SLE-BDL versus SLE-sham comparison. The smallest change in relative bile acid composition occurred in the MLE-BDL versus MLE-sham comparison with a modest increase in HCA by 11%. We postulate that, by cutting off the flow of bile to the intestine with BDL, fewer primary bile acids are available to bacteria for conversion to secondary bile acids, therefore limiting the production of secondary bile acids observed in the BDL pigs. In Figure 4F, we examined the ratio of primary/secondary bile acid in each group to see if BDL ligation significantly reduced secondary bile acid relative concentrations. Surprisingly, all BDL groups still produced some secondary bile acids; however, the reduction in secondary bile acids was greatest in the ENT-BDL versus ENT-sham groups (69%). Additionally, we looked at the change in conjugated versus unconjugated bile acids, as unconjugated bile acids are likely to come from enterohepatic circulation returning to the liver (Figure 4G). Both ENT-sham and MLE-sham groups had unconjugated bile acids in the plasma. In contrast, plasma from SLE-sham only had about 1% of unconjugated bile acids. With BDL, both the ENT and MLE lost most of the unconjugated bile acids in circulation, with very little change in the conjugated and unconjugated composition in the SLE-BDL group. To further examine how bile acid homeostasis is regulated in obstructive cholestasis and PN, we examined the enterokine fibroblast growth factor 19 (*FGF19*), which negatively regulates the classic pathway of bile acid synthesis. Both the ENT-BDL and MLE-BDL groups had lower plasma FGF19 concentration compared with their respective sham controls (Figure 4H). Interestingly, SLE-BDL FGF19 concentrations were nearly identical to those of SLE-sham pigs. We then looked at the downstream target of FGF19, hepatic cytochrome P450 family 7 subfamily A member 1 (*CYP7A1*). In normal conditions, FGF19 suppresses the expression of *CYP7A1* mRNA, the rate-limiting enzyme in bile acid synthesis. As expected, the decrease in FGF19 in the ENT-BDL pigs led to a significant increase in *CYP7A1* mRNA expression (Figure 4I). However, in the MLE-BDL pigs, the decrease in FGF19 did not correlate to an increase in *CYP7A1* mRNA expression. In pigs administered with PN, the expression of *CYP7A1* mRNA was more than 20-fold lower compared with ENT-BDL pigs. CYP7A1 converts cholesterol to bile acids, producing hydroxysterol 7-α-Hydroxy-4-cholesten-3-one (C4) as a byproduct. In all groups, C4 levels mirrored the expression pattern of *CYP7A1* mRNA (Figure 4J). However, CYP7A1 regulates only the classical pathway of bile acid synthesis, not the alternative pathway. The concentration of the final product in this pathway, CA24-Δ5–3β,3-7-α-DiOH-CA, prior to its conversion to CDCA, was significantly elevated in ENT-BDL pigs compared with ENT-sham pigs (Figure 4K). There was no difference in this concentration between sham and BDL groups for either SLE or MLE diets.

### RNA-Seq analysis reveals shared inflammatory pathways and altered xenobiotic metabolism.

To understand the global hepatic gene expression changes in pigs after BDL and exposure to different lipid sources, we conducted RNA-Seq analysis of liver tissue. 

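The data held 60 libraries, labelled as 12 ENT-sham, 10 ENT-BDL, 10 SLE-sham, 11 SLE-BDL, 9 MLE-sham, and 8 MLE-BDL. Each library was taken as 1 pig, which is not certain for all. SLE-sham replicates 9 and 10 carry the same pig identifier, and ENT-sham replicate 2 nearly matches ENT-BDL replicate 1. The authors deposited the number of reads counted on each gene, as whole numbers without normalization, for 30359 features, of which 30335 carry a RefSeq gene identifier of the Sscrofa11.1 assembly. No library had a count on 5170 of these features. A library held between 14469788 and 21374161 counted reads, with a median of 17254606. The group medians were 17810100 in ENT-sham, 17259475 in ENT-BDL, 17360067 in SLE-sham, 17224837 in SLE-BDL, 16941880 in MLE-sham, and 17186457 in MLE-BDL. The 10 most abundant genes of a library took 15.5% to 24.2% of its counts (median 19.7%).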

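Counts were scaled with the trimmed mean of M-values (TMM) of edgeR, and 16210 genes passed its filterByExpr. All 60 pigs entered 1 quasi-likelihood model, and p values were adjusted by Benjamini-Hochberg over the tested genes. A gene was called differentially expressed at an adjusted p under 0.05 and a fold change above 2, which are the paper's thresholds. The paper used DESeq2, and its text does not state which groups entered each fit or how low counts were handled. All tests were two-sided. Expression is given as CPM, the counts scaled to the effective library size, as mean ± SD, fold changes as log2 with their standard error (SE), and gene positions on Sscrofa11.1.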

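Each pig's identifier holds a 3-digit number with 8 values, whose meaning the paper's text does not give. After group means were subtracted, expression of pigs from different groups correlated on average at 0.133 in the 177 pairs with the same number and at -0.018 in the 1318 other pairs (permutation p = 1e-04, the smallest p the 10000 permutations can give). MLE pigs carry only the 4 highest numbers. Results are therefore also given with the number as a block in the model, or subtracted before a score or distance was taken. Subtraction kept the group means and narrows the spread within groups. Permutation after it takes no account of the subtraction, so its p values can be too small. Scores that pass the threshold only after subtraction are weak evidence. ENT-sham replicate 2 and ENT-BDL replicate 1 differed from each other less than any other of the 1770 pairs of libraries. Over 12225 genes their chi-square per degree of freedom was 2.03, against 19.2 in the next closest pair. Both stayed in the analysis under their labels, and counts of genes, distances, and several scores that involve ENT pigs are also given with both left out.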

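In a principal component analysis of log2 CPM, component 1 held 15.9% and component 2 10.1% of the variance. ENT-sham pigs averaged -43.2 ± 17.1 on component 1 and 10.0 ± 12.9 on component 2, and ENT-BDL pigs -0.1 ± 9.7 and 33.8 ± 9.1. On both components together these groups lay 49.2 apart (permutation test, adjusted p = 2.9e-05), 48.7 with the identifier number subtracted, and 52.8 with both matching ENT libraries left out. Without ENT-sham replicate 2 the ENT-sham mean on component 1 was -47.9 ± 4.8. ENT-sham also lay 58.7 from SLE-sham, 52.1 from MLE-sham, 69.4 from SLE-BDL, and 76.8 from MLE-BDL. Of the 15 distances between groups, 14 had an adjusted p of at most 5.8e-05.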

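The remaining distance was the one from SLE-BDL (26.0 ± 11.6 and 4.0 ± 8.6 on the components) to MLE-BDL (32.8 ± 7.6 and -1.8 ± 3.6). It measured 8.9 (exact permutation test, adjusted p = 0.11). It was 9.6 with the identifier number subtracted, 10.7 without ENT-sham replicate 2, 10.6 without ENT-BDL replicate 1, and 12.4 without both. On other scales it was 6.7 with each gene at unit variance, 6.1 over the 500 most variable genes, and 5.7 after the variance stabilizing transformation of DESeq2. Over these alternatives the adjusted p went from 0.019 to 0.73.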

Principal component analysis (PCA) (Figure 5A) revealed distinct spatial separation between ENT-sham and ENT-BDL groups, as well as between PN-fed groups, regardless of sham or BDL treatment. 

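The silhouette width on the same components, which is positive where a pig lies nearer to its own group than to the next, averaged 0.59 in ENT-sham, 0.57 in ENT-BDL, 0.32 in SLE-sham, -0.06 in SLE-BDL, 0.38 in MLE-sham, and 0.33 in MLE-BDL. The nearest neighbour of a pig belonged to its own group for 11 of 12 ENT-sham, 9 of 10 ENT-BDL, 8 of 10 SLE-sham, 8 of 11 SLE-BDL, 8 of 9 MLE-sham, and 3 of 8 MLE-BDL pigs. The MLE-BDL count was 6 of 8 with the identifier number subtracted, and also with either or both matching ENT libraries left out. With the number subtracted the MLE-sham count was 7 of 9 and the SLE-BDL silhouette width 0.1. ENT-BDL lay 39.6 from SLE-BDL, 48.5 from MLE-BDL, 55.0 from SLE-sham, and 65.6 from MLE-sham. Sham and BDL pigs lay 31.3 apart on SLE (30.9 with the identifier number subtracted) and 52.5 apart on MLE (52.6), whereas SLE-sham and MLE-sham lay 20.5 apart (21.3).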

ENT-BDL clustered uniquely from all other groups, while PN groups showed closer clustering but still separated by sham and BDL treatments.

Differentially expressed gene comparisons within groups (Figure 5B) indicated that ENT-sham versus ENT-BDL had the highest number of differentially expressed genes (1,097 genes), followed by MLE (724 genes), and SLE (330 genes). 

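Against sham, BDL changed 549 genes in ENT pigs (355 higher and 194 lower), 241 in SLE pigs (194 and 47), and 612 in MLE pigs (414 and 198). The alternative that moved these counts most was to call genes at any fold change, with 2823, 736, and 2339 genes. Requiring at least 10 counts in every pig gave 224, 91, and 263. DESeq2 on all pigs gave 577, 277, and 666 genes, and the identifier block 599, 221, and 667. With both matching ENT libraries left out, 723 genes were called in ENT pigs, 540 of them among the 549, and without ENT-sham replicate 2 alone 801 were called. Leaving out any other pig gave 484 to 580 genes in ENT. The range over single pigs was 162 to 278 in SLE and 551 to 654 in MLE.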

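Whether the response to BDL differed between diets was tested as an interaction, at an adjusted p under 0.05 and any fold change. It differed between SLE and ENT for 377 genes, between MLE and SLE for 43, and between MLE and ENT for 10. With the identifier block these counts were 473, 33, and 76. Without ENT-sham replicate 2 the SLE and ENT responses differed for 764 genes and those of MLE and ENT for 47, whereas 14 of the fits that left out 1 pig found no gene for MLE and ENT (1304 to 1473 genes at an unadjusted p under 0.05). The MLE and SLE count was 22 without MLE-BDL replicate 5 and 96 without SLE-BDL replicate 6.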

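Among genes past both thresholds with a gene symbol and a mean log2 CPM of at least 2, the largest rises in ENT pigs after BDL were those of LGALS3 (chromosome 1, 184478639-184496155), CXCL8 (chromosome 8, 69932646-69935861), and CLDN6 (chromosome 3, 39168506-39172631). LGALS3 rose from 1.43 ± 2.5 to 16.8 ± 6.67 CPM (log2 fold change 3.46, SE 0.45, adjusted p = 1.82e-07, identifier block 3.83). CXCL8 rose from 4.53 ± 12.8 to 35.1 ± 13.5 CPM (2.90, SE 0.53, adjusted p = 6.78e-05, block 4.40), and CLDN6 from 1.26 ± 3.24 to 9.85 ± 3.0 CPM (2.87, SE 0.45, adjusted p = 5.98e-06, block 3.83). Without ENT-sham replicate 2 these log2 fold changes were 4.51, 5.36, and 4.88. The largest falls of such genes were those of ADH4 (chromosome 8, 121225485-121259262) at -2.42, PRG4 (chromosome 9, 127463875-127481770) at -2.42, and RTP3 (chromosome 13, 29471568-29476277) at -2.38, with -2.23, -2.81, and -2.30 under the block. ADH4 fell from 91.2 ± 83.8 to 17.0 ± 14.1 CPM.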

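In SLE pigs ABCC8 (chromosome 2, 41666974-41754624), CYP7A1 (chromosome 4, 74343101-74372628), and SDS (chromosome 14, 38503922-38513908) rose most among genes past both thresholds with a gene symbol and a mean log2 CPM of at least 2. ABCC8 went from 0.121 ± 0.127 to 14.6 ± 22.6 CPM (log2 fold change 6.85, SE 1.71, adjusted p = 0.0125) but was not past the threshold with the identifier block (3.16). CYP7A1 went from 0.833 ± 0.845 to 9.51 ± 10.1 CPM (3.51, SE 0.69, adjusted p = 0.00155, block 3.01, and 3.08 to 3.93 with any 1 pig left out). SDS went from 3.31 ± 2.42 to 28.7 ± 47.3 CPM (3.11, SE 0.59, adjusted p = 0.00101, block 2.90). The largest falls of such genes were those of LTBP2 (chromosome 7, 97744974-97852848) at -1.33 (SE 0.27, adjusted p = 0.00163, block -1.02), TNNI2 (-1.14, SE 0.34, adjusted p = 0.0416), and CLEC4F (-1.12, SE 0.34, adjusted p = 0.0422). With 1 pig left out TNNI2 was no longer past the threshold in 10 of 21 fits (adjusted p from 0.0252 to 0.114), nor CLEC4F in 12 of 21 (0.0105 to 0.102), and the block (-0.98 and -1.31) kept CLEC4F alone.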

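In MLE pigs XIRP1 (chromosome 13, 23867476-23876850) rose from 0.609 ± 0.487 to 17.1 ± 9.24 CPM (log2 fold change 4.79, SE 0.89, adjusted p = 0.000116, identifier block 4.63). CLDN6 rose from 0.642 ± 0.287 to 11.2 ± 4.16 CPM (4.10, SE 0.56, adjusted p = 9.91e-07, block 4.01) and CXCL8 from 1.01 ± 0.589 to 13.5 ± 4.07 CPM (3.73, SE 0.69, adjusted p = 0.000101, block 3.71). Among the falls, CYP2E1 (chromosome 14, 141690737-141703078) went from 172.0 ± 77.1 to 28.6 ± 35.1 CPM (-2.59, SE 0.63, adjusted p = 0.00265, block -3.04) and FMO5 changed by -1.93 (SE 0.35, adjusted p = 9.36e-05). SAA2 fell by 2.97 (SE 0.98, adjusted p = 0.0317) but by 1.13 without MLE-sham replicate 2. It was not past the threshold in 5 of 17 fits that left out 1 pig, or with the block.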

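The gene sets called after BDL on each diet were intersected. They held 1005 genes in total, of which 83 were called on all diets, 72 of them higher and 11 lower in BDL. ENT and MLE had 251 called genes in common, SLE and MLE 131, and ENT and SLE 98, while 283 genes were called in ENT alone, 313 in MLE alone, and 95 in SLE alone. The number on all diets went from 34, when at least 10 counts were required in every pig, to 101 with DESeq2 fitted to the 2 groups of each comparison, among the alternatives with both thresholds and all pigs, and was 283 at any fold change. It was 114 with both matching ENT libraries left out, 120 without ENT-sham replicate 2, and 56 without SLE-BDL replicate 9.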

Only 143 differentially expressed genes were shared among all 3 diet groups. In comparisons between BDL groups (Figure 5C), the ENT versus SLE comparison had the most differentially expressed genes (677 genes), closely followed by ENT versus MLE (413 genes). 

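Between BDL groups, 508 genes differed in SLE-BDL against ENT-BDL (228 higher and 280 lower) and 515 in MLE-BDL against ENT-BDL (198 and 317). These counts were 547 and 499 with the identifier block, 572 and 687 with DESeq2 on the groups compared, and 500 and 548 with both matching ENT libraries left out. Leaving out 1 pig gave 445 to 530 and 464 to 548. Both comparisons called 264 genes in common. Because they share the ENT-BDL pigs, the correlation of fold changes over all tested genes was set against 99 other divisions of the pigs. The correlation of 0.711, over genes that are not independent of each other, was reached or passed in 2 of the 100 divisions, the real 1 included, against a median of 0.474.

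**Figure D1:**
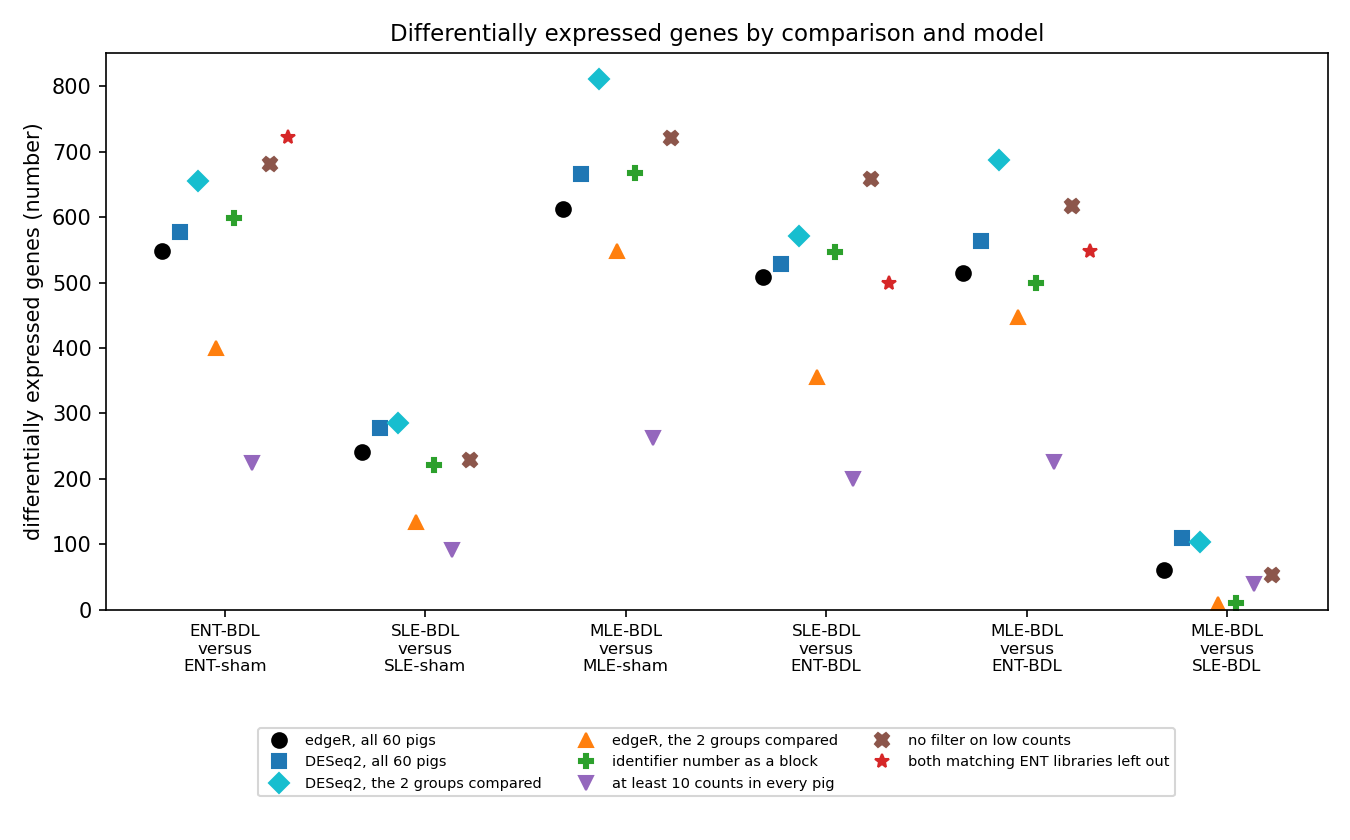
Number of genes called differentially expressed in each comparison, with 1 marker for each way of testing: edgeR or DESeq2, all 60 pigs or the 2 groups compared, the identifier number as a block, a requirement of 10 counts in every pig, no filter, and both matching ENT libraries left out.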

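HAMP (chromosome 6, 44785863-44787303) fell most of the called genes with a symbol and a mean log2 CPM of at least 2 in both comparisons, from 75.6 ± 35.5 CPM in ENT-BDL to 0.73 ± 0.953 in SLE-BDL (log2 fold change -6.74, SE 0.49, adjusted p = 1.98e-15, identifier block -6.94) and 0.799 ± 0.549 in MLE-BDL (-6.56, SE 0.55, adjusted p = 8.7e-13, block -7.38). With any 1 pig left out these ranged from -7.37 to -6.62 and from -6.75 to -6.37. In SLE-BDL, MFSD2A (chromosome 6, 95738961-95753245) rose from 0.837 ± 0.578 to 31.5 ± 58.4 CPM (5.22, SE 0.79, adjusted p = 2.01e-06, block 4.74), FGF23 by 3.68 (SE 0.55, adjusted p = 1.34e-06, block 3.19), and DERL3 (chromosome 14, 49871077-49875022) by 3.27 (SE 0.39, adjusted p = 1.38e-08, block 3.21). CYP2A19 fell by 4.07 (SE 0.75, adjusted p = 6.33e-05, block -3.90), or by 2.90 without ENT-BDL replicate 10. In MLE-BDL, ANKRD33 rose by 2.65 (SE 0.43, adjusted p = 8.42e-06, block 2.52), DERL3 by 2.63 (SE 0.40, adjusted p = 3.22e-06, block 3.25), and MT3 by 2.59 (SE 0.33, adjusted p = 3.58e-08, block 2.50). CYP2C32 fell by 4.47 (SE 1.30, adjusted p = 0.0122) but was not past the threshold with the block (-1.47).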

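Between MLE-BDL and SLE-BDL pigs 60 genes were called, 12 higher and 48 lower in MLE-BDL, and 147 at any fold change. The count depended on the test. It was 109 with DESeq2 on all pigs, 104 with DESeq2 and 9 with edgeR on these groups alone, and 10 with the identifier block, 7 of them among the 60. Leaving out 1 pig gave 27 (without MLE-BDL replicate 5) to 91 genes (without SLE-BDL replicate 6). Under the block all 60 genes kept their direction, with a median log2 fold change of -1.40 in place of -1.53 for the 48 lower genes and of 1.19 in place of 1.41 for the 12 higher genes.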

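The comparisons of SLE-BDL with ENT-BDL, MLE-BDL with ENT-BDL, and MLE-BDL with SLE-BDL called 6 genes in common. In that order the log2 fold changes were 4.76, 1.92, and -2.84 for EPO, -1.05, -2.87, and -1.82 for SULT2A1, and -1.01, -2.53, and -1.53 for SLC25A47, which was chosen after its values were seen. The other 3 are uncharacterized LOC genes. DESeq2 found 12 genes in common, DESeq2 on the groups of each comparison 10, and edgeR on those groups 1, as did the identifier block. Leaving out 1 pig gave 4 to 8.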

The SLE versus MLE comparison resulted in 125 differentially expressed genes, with only 12 genes commonly changed among these groups.

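Pathways were tested as gene lists written by hand, with camera at a preset correlation between genes of 0.01 and with a score per pig, the mean z-score of log2 CPM over the list. Scores of groups were compared by permutation, exact where a group held fewer than 10 pigs, with adjustment over 319 tests. Of 174 camera tests (29 lists in 6 comparisons), 84 had an adjusted p under 0.05. Of these, 68 held with fry, whereas 4 held when camera estimated the correlation, which was the largest move: cholangiocyte markers in ENT, Figure 6 inflammation in ENT and MLE, and Figure 6 bile acid genes in MLE. The identifier block kept 81. It also added 22 tests to those past the threshold, and fry added 5. In 100 divisions of the same pigs, the real 1 included, as many lists as here passed camera in 4 for ENT, 26 for SLE, and 6 for MLE, so each list is given below with its score.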

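Of 46 inflammatory signalling genes, 42 were higher in BDL than in sham in ENT pigs, 36 in SLE, and 44 in MLE, with median log2 fold changes of 0.60, 0.29, and 0.56. Past the threshold over all genes were 21, 10, and 18, all of them higher. The scores rose by 0.91 in ENT (permutation test, adjusted p = 0.0032), 0.45 in SLE (adjusted p = 0.022), and 1.0 in MLE (adjusted p = 0.0035). With the identifier number subtracted the rises were 0.92, 0.53, and 1.04. In ENT 3 of 10 BDL pigs scored above every sham pig, in SLE 4 of 11, and in MLE 2 of 8. The MLE count was set by MLE-sham replicate 2, which scored 0.58 against -1.28 to -0.55 in the other MLE-sham pigs. With both matching ENT libraries left out the ENT rise was 0.99, with 6 of 9 BDL pigs above every sham pig.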

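Of 42 extracellular matrix genes, 37, 39, and 37 were higher after BDL in ENT, SLE, and MLE (medians 0.48, 0.47, and 0.73). Adjusted over the list alone, 27 were higher and 2 lower in ENT, 27 and 0 in SLE, and 30 and 1 in MLE. The scores rose by 0.84 (permutation test, adjusted p = 0.0048), 0.75 (adjusted p = 0.0028), and 1.07 (adjusted p = 0.0015). Focal adhesion and cytoskeleton genes rose by 0.60 in SLE (adjusted p = 0.00098) and 0.90 in MLE (adjusted p = 0.00059), with 0.24 in ENT (adjusted p = 0.24). Tight junction genes rose by 0.72 in ENT (adjusted p = 0.00098) and 0.35 in MLE (adjusted p = 0.012), with 0.32 in SLE (adjusted p = 0.084). The ENT rises of these lists were 0.92, 0.26, and 0.78 with both matching ENT libraries left out, with the same calls.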

Enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway comparisons within groups (Figure 5, D, F, and H) showed that inflammation and tissue remodeling pathways were predominantly upregulated across all diets. 

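Scores of 39 genes of branched-chain amino acid degradation changed after BDL by -0.37 in ENT, -0.55 in SLE, and -0.46 in MLE (permutation tests, adjusted p = 0.13, 0.10, and 0.12). Adjusted over the list alone, 18, 11, and 11 of these genes were lower. With the identifier number subtracted the changes were -0.54, -0.51, and -0.52, and those of ENT and MLE passed the threshold. For 30 genes of glycine, serine, and threonine metabolism the changes were -0.40 in ENT (adjusted p = 0.095), -0.31 in SLE (adjusted p = 0.30), and -0.61 in MLE (adjusted p = 0.026). Without ENT-sham replicate 2 the ENT changes of these lists were -0.46 and -0.52 and passed the threshold.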

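Scores of 43 peroxisome and fatty acid oxidation genes fell by 0.52 in ENT (permutation test, adjusted p = 0.049), 0.59 in SLE (adjusted p = 0.044), and 0.57 in MLE (adjusted p = 0.03). The fall in ENT was 0.43 and not past the threshold without ENT-BDL replicate 1, but 0.57 and past it with both matching ENT libraries left out. The fall in SLE was 0.53 and not past it when the median z-score replaced the mean. The number of these genes past the threshold and lower over all genes was 10, 10, and 9. Interactions were tested over 87 scores. The response to BDL in SLE differed from that in ENT by -0.18 for branched-chain amino acids (adjusted p = 0.9), 0.09 for glycine, serine, and threonine (adjusted p = 0.92), and -0.07 for peroxisomes (adjusted p = 0.93). The response in MLE differed from that in SLE by 0.09, -0.30, and 0.03 (adjusted p = 0.92, 0.68, and 0.96).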

Amino acid and lipid metabolic pathways were significantly downregulated in the ENT and MLE groups, with no significant downregulation observed in the SLE group. In BDL surgery groups (Figure 5, E, G, and I), PN groups exhibited elevated expression of amino acid metabolism pathways compared with the ENT-BDL group. 

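Against ENT-BDL, 27 of 36 aminoacyl-tRNA synthetase genes were higher in SLE-BDL and 30 in MLE-BDL, with medians of 0.29 and 0.26. Their scores were higher by 0.79 (permutation test, adjusted p = 0.00079, identifier number subtracted 0.84) and 0.84 (adjusted p = 0.0031, number subtracted 0.77), and 8 of 11 SLE-BDL and 6 of 8 MLE-BDL pigs scored above every ENT-BDL pig. For 54 genes of amino acid biosynthesis the differences were 0.35 (adjusted p = 0.065) and 0.42 (adjusted p = 0.026), the latter 0.29 and not past the threshold with the number subtracted. Adjusted over the list alone, 16 of these genes were higher and 5 lower in SLE-BDL, and 20 and 8 in MLE-BDL. Scores of 65 endoplasmic reticulum protein processing genes were higher by 1.22 in SLE-BDL (adjusted p = 0.00073), where 47 genes were past the threshold and higher, and by 0.52 in MLE-BDL (adjusted p = 0.11).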

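Relative to ENT-BDL, scores of 49 drug and xenobiotic metabolism genes differed by -0.35 in SLE-BDL (permutation test, adjusted p = 0.23) and -0.64 in MLE-BDL (adjusted p = 0.04). With the identifier number subtracted they were -0.57 and -0.97, both past the threshold. Adjusted over the list alone, 14 genes were lower and 6 higher in SLE-BDL, and 22 and 3 in MLE-BDL. For 16 genes of bile acid synthesis the scores differed by -0.73 (adjusted p = 0.013) and -0.80 (adjusted p = 0.0037), with 4 of 11 SLE-BDL and 6 of 8 MLE-BDL pigs below every ENT-BDL pig. For 36 genes of bile acid transport and secretion they differed by -0.09 (adjusted p = 0.63) and -0.24 (adjusted p = 0.028).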

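Of the Figure 6 bile acid genes, SULT2A1 (chromosome 6, 53525496-53536723) went from 212 ± 78.6 CPM in ENT-BDL to 102 ± 66.1 in SLE-BDL (SE 0.32, adjusted p = 0.0147) and 28.9 ± 14.7 in MLE-BDL (SE 0.38, adjusted p = 1.86e-07, identifier block -2.55, and at least 2.77 lower with any 1 pig left out). SLC27A5 (chromosome 6, 63068880-63075246) went from 255 ± 102 CPM to 104 ± 64.1 (log2 fold change -1.30, SE 0.26, adjusted p = 0.000249) and 61.7 ± 20.0 (-2.05, SE 0.30, adjusted p = 1.43e-06, block -2.19).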

Downregulation was observed in pathways related to drug metabolism (P450 pathways) and bile metabolism and secretion. There were minimal differences between MLE-BDL and SLE-BDL; MLE-BDL livers showed no upregulated KEGG pathways, while downregulated pathways were related to vitamin A metabolism and clotting function.

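Complement and coagulation genes showed a lower score in MLE-BDL than in SLE-BDL (-0.69, exact permutation test, adjusted p = 0.035, and -0.63 with the identifier number subtracted). Of the 51 genes 5 were higher, and adjusted over the list alone 20 were lower, but no MLE-BDL pig scored below every SLE-BDL pig. For 33 retinol metabolism genes the score differed by -0.09 (adjusted p = 0.67) and the median log2 fold change was -0.14 (camera, adjusted p = 0.145), which changed to -0.19 and passed the threshold with the identifier block. Scores of endoplasmic reticulum protein processing and of 20 hepatocyte markers were lower by 0.70 (adjusted p = 0.029) and 0.61 (adjusted p = 0.03), or by 0.57 and 0.53 with the number subtracted, where the second was not past the threshold.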

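STS (chromosome X, 3926027-4076900) rose most of the called genes with a symbol and a mean log2 CPM of at least 2, from 2.61 ± 1.54 CPM in SLE-BDL to 8.34 ± 3.82 in MLE-BDL (log2 fold change 1.67, SE 0.37, adjusted p = 0.014). With the identifier block (1.07) or without MLE-BDL replicate 5 (1.55) it was not past the threshold, and the sex of the pigs was not used here. CNTFR (chromosome 10, 32211809-32251412) rose from 8.08 ± 1.22 to 19.4 ± 10.2 CPM (1.26, SE 0.18, adjusted p = 1.66e-05, block 1.12) and TRPM3 (chromosome 1, 223833263-224682424) from 4.67 ± 2.69 to 10.7 ± 2.84 CPM (1.19, SE 0.25, adjusted p = 0.00718, block 1.30). MFSD2A fell to 1.78 ± 0.991 CPM (-4.14, SE 0.80, adjusted p = 0.00469), CYP2C36 by 2.55 (SE 0.66, adjusted p = 0.043), and SAA3 by 2.52 (SE 0.67, adjusted p = 0.0495). None of these falls was past the threshold with the block, and with 1 pig left out CYP2C36 was not past it in 11 and SAA3 in 12 of 19 fits.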

Detailed examination of genes in significant pathways revealed that, in the xenobiotic pathway (Figure 6A) and bile acid pathways (Figure 6B), ENT and MLE groups clustered together, both sham and BDL, while SLE-sham and SLE-BDL clustered together. 

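The genes that could be read from Figure 6 were clustered by group means, by average linkage on correlation distance, which ignores a shift common to all genes. Because the study chose these genes from its own data, they are not independent evidence. For 19 xenobiotic genes, sham and BDL joined first on every diet, SLE at a distance of 0.40, ENT at 0.45, and MLE at 0.62. SLE and MLE then joined at 1.06 and ENT last at 1.51. Sham and BDL joined first on 1 diet with the identifier number subtracted, on 2 without scaling per gene, and on 1 with Ward linkage. For 35 bile acid genes the ENT groups joined at 0.43 and the MLE groups at 0.53, SLE-sham joined MLE at 0.59, SLE-BDL at 0.84, and ENT last at 1.61. With Euclidean distance and Ward linkage, which keep the common shift, the last split set ENT-sham and MLE-sham apart from the other groups for both gene sets.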

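Xenobiotic scores averaged 0.83 ± 0.49 in ENT-sham, 0.33 ± 0.47 in MLE-sham, and -0.07 ± 0.38 in SLE-sham, and -0.01 ± 0.58, -0.77 ± 0.35, and -0.53 ± 0.47 in the corresponding BDL groups. Bile acid scores averaged 0.61 ± 0.37, 0.49 ± 0.24, and 0.04 ± 0.27 in these sham groups and -0.20 ± 0.25, -0.71 ± 0.16, and -0.40 ± 0.48 after BDL. Over the genes, diet held 27.0% and surgery 18.1% of the variance of the xenobiotic set, and 22.2% and 18.4% of the bile acid set (permutation p = 1e-05 each, the smallest p the permutations can give). With the identifier number subtracted the shares of diet were 35.4% and 28.4%.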

Circadian clock genes clustered by diet (Figure 6C). However, genes involved in inflammatory pathways (Figure 6D) clustered more prominently by sham versus BDL, independently of diet.

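For the 14 Figure 6 circadian genes, ENT-sham and ENT-BDL joined at a distance of 0.41. The PN groups joined by surgery, SLE-sham with MLE-sham at 0.55 and SLE-BDL with MLE-BDL at 0.83, before joining each other at 1.11 and the ENT groups at 1.46. Diet held 21% of the variance of these genes and surgery 7.1%, or 27.0% and 8.0% with the identifier number subtracted. Group scores were 0.26 ± 0.19 in ENT-sham, -0.12 ± 0.33 in ENT-BDL, -0.11 ± 0.29 in SLE-sham, -0.13 ± 0.38 in SLE-BDL, 0.23 ± 0.19 in MLE-sham, and -0.19 ± 0.19 in MLE-BDL.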

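For the 50 Figure 6 inflammation genes, the MLE groups joined first at a distance of 0.43 and the ENT groups at 0.74. SLE-sham joined the MLE groups at 0.84, SLE-BDL at 1.12, and the ENT groups last at 1.44. Without scaling per gene the last split set the sham groups apart from the BDL groups. Surgery held 30.6% of the variance and diet 15.8%. Scores rose from -0.77 ± 0.42 to 0.39 ± 0.21 on ENT, from -0.0 ± 0.27 to 0.58 ± 0.26 on SLE, and from -0.69 ± 0.30 to 0.65 ± 0.23 on MLE.

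**Figure D2:**
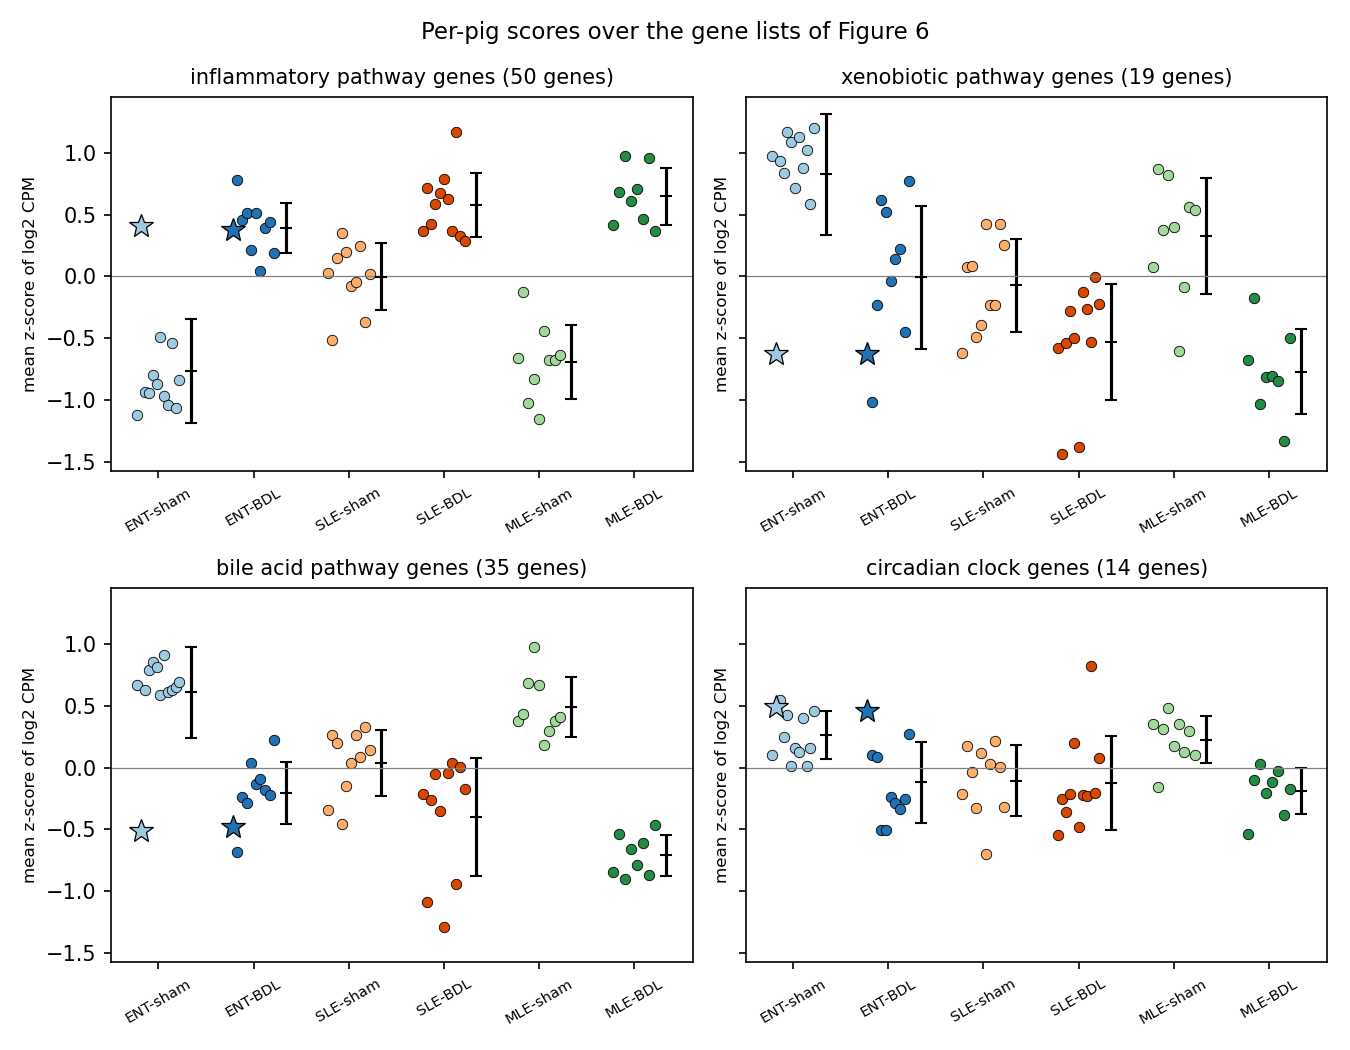
Score of each pig for the Figure 6 gene sets, as the mean z-score of log2 CPM over 50 inflammation, 19 xenobiotic, 35 bile acid, and 14 circadian genes. Each point is 1 pig, bars give the mean and SD of a group, and stars mark ENT-sham replicate 2 and ENT-BDL replicate 1.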

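The paper reports the most differing genes after ligation on the enteral diet, and takes pathway tests to state that inflammation and remodelling rise on every diet while metabolism falls on only some. From the clustered genes it states that the ENT and MLE groups lie together and the SLE groups apart for bile acid and xenobiotic genes, that clock genes follow the diet, and that inflammatory genes follow the surgery. In its discussion it adds that xenobiotic genes were lower in both PN-BDL groups than in ENT-BDL.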

### Metabolomics identify reduced xenobiotic metabolites in PN-BDL groups compared with ENT-BDL.

To confirm the findings of our RNA-Seq data, we conducted untargeted metabolomic profiling of liver samples. There was a large decrease in the total contribution of xenobiotic metabolites relative to the total percentage of all metabolites in the PN groups compared with the ENT groups (Figure 7A). Similar to our RNA-Seq data, PCA analysis showed a clear separation between ENT and PN groups. However, unlike our RNA-Seq data, the PN group clustering was closer by diet than BDL versus sham status (Figure 7B). The total number of significantly different metabolites within each diet was greatest in the ENT-BDL versus ENT-sham comparison (343 metabolites) and considerably lower in the SLE-BDL versus SLE-sham comparison (62 metabolites), with the MLE group comparison falling in between (Figure 7C). We observed more significantly different metabolites when comparing the BDL groups by different diet. The greatest number of differences was from the ENT-BDL versus SLE-BDL comparison (525 metabolites) (Figure 7D). The SLE-BDL versus MLE-BDL comparison yielded the lowest number of significantly different metabolites (255 metabolites). We then examined the enriched KEGG pathways of our treatment comparisons, and in general, there were much fewer significantly identified pathways as compared with our RNA-Seq analysis, given the much lower number of metabolites compared with genes. Within-diet comparison (Figure 7, E, G, and I) metabolites from arginine biosynthesis, histidine metabolism, and glycine, serine, and threonine metabolism pathways were upregulated in the ENT- and MLE-BDL groups. There were no significant differences within diet pathways in the SLE-BDL versus SLE-BDL comparisons. Surprisingly, there were no shared pathways among the BDL comparison between diets (Figure 7, F, H, and J). The higher number of significant differences were found in the MLE-BDL versus ENT-BDL comparisons, with more pathways related to amnio acid and energy metabolism being upregulated. Specifically, fatty acid composition was particularly affected by diet (Supplemental Figure 2, A–C). The MLE-BDL and MLE-sham groups had significantly higher DHA concentrations than either ENT or SLE groups. Contrary to what we expected to observe, both arachidonic acid and DHA were elevated in the ENT-BDL group compared with the ENT-sham group. However, when comparing the ratio of total omega-3 to omega-6 fatty acids, pigs within diet groups did not differ by sham versus BDL surgeries. Bile acid metabolites from xenobiotic metabolism pathways were altered. Sulfated-taurine conjugates of bile acids (Figure 7, K–M) were significantly elevated in the ENT-BDL group compared with SLE-BDL and MLE-BDL. Overall, the PN groups showed suppressed sulfation of bile acids in both sham and BDL groups. Lastly, we examined metabolites associated with oxidative stress through glutathione (Supplemental Figure 2, D–I). ENT-BDL had significantly lower oxidized glutathione (GSSG) and reduced glutathione (GSH). The PN groups also had lower GSSG compared with the ENT-sham group but were not different from ENT-BDL. However, despite there being a trend for lower concentrations, reduced glutathione was not different in the PN-BDL groups compared with their respective sham comparisons.

## Discussion

Previous results from our laboratory showed that MLE compared with SLE is protective against cholestatic liver injury in neonatal pigs given TPN (32, 39, 40). An observation in our previous study was that bile flow into the intestine was greater in pigs given MLE than those given SLE (32). This suggested that the benefit of MLE versus SLE was mediated by the maintenance of normal bile flow, thereby preventing cholestatic liver injury. We confirmed this in the current study as intestinal bile acid pool size in sham pigs administered PN with MLE was greater than those receiving SLE. In contrast, as we hypothesized, obstructing bile flow from the liver to the intestine with BDL eliminated the benefit of MLE to prevent cholestatic liver injury. Despite the failure to prevent cholestatic liver injury, the pigs with BDL receiving PN with MLE showed greater weight gain than both the enterally fed pigs and the PN pigs receiving SLE. This may be clinically important and consistent with our previous finding that MLE promotes more lean mass and less fat mass weight gain compared with SLE in neonatal pigs (41). Given that poor weight gain (i.e., failure to thrive) on enteral feeds is well documented in infants with BA (42–44), our results in neonatal pigs suggest that MLE may support better weight gain than SLE when PN is required to support infants with BA.

Clinically, the evidence of benefit of MLE use over SLE in PN has been equivocal. Some studies with small cohorts showed positive effects on markers of liver injury and cholestasis (45–47). However, meta-analysis and more recent clinical studies have cast doubt on the overall benefit of MLE over SLE (28, 48–50). The metabolic rational for the development of MLE was that a balanced fatty acid composition would be more beneficial than a high omega-6 enriched emulsion. The use of elevated omega-3 fatty acids, mainly DHA and EPA, in parenteral lipid emulsions has been reported to promote a less inflammatory environment than high omega-6 fatty acid emulsions (51, 52). However, in the current study, we did not see any difference in hepatic gene expression related to inflammation or liver injury between MLE compared with SLE or ENT pigs under BDL conditions. This was despite a strong proinflammatory gene expression signature for all the BDL compared with sham groups. 

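Figure 6 inflammation scores differed between BDL groups by 0.19 for SLE against ENT (permutation test, adjusted p = 0.17), 0.26 for MLE against ENT (adjusted p = 0.065), and 0.07 for MLE against SLE (adjusted p = 0.70). With the identifier number subtracted these were 0.29, 0.38, and 0.08, of which the first and second passed the threshold. Permutation after subtraction can give p values that are too small, so whether the PN-BDL groups differ from ENT-BDL is left open. Of the 50 genes, 9 were past the threshold and higher and 5 lower in SLE-BDL against ENT-BDL, 9 and 4 in MLE-BDL against ENT-BDL, and 1 and 1 between MLE-BDL and SLE-BDL. The hand-written inflammatory signalling list differed by 0.19, 0.08, and -0.10 (adjusted p = 0.43, 0.77, and 0.70), and 19 cholangiocyte markers by -0.16, -0.02, and 0.15 (adjusted p = 0.42, 0.95, and 0.42).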

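The Figure 6 inflammation score rose after BDL by 1.16 in ENT, 0.58 in SLE, and 1.34 in MLE (permutation tests, adjusted p = 0.00059, 0.00049, and 0.00059), and 5 of 10, 9 of 11, and 8 of 8 BDL pigs scored above every sham pig of their diet. The study chose these genes as altered in these same livers, so the p values are not independent evidence of a rise. Without the matching libraries the ENT rise was 1.27, with 9 of 9 BDL pigs above every sham pig. The median log2 fold changes were 0.55, 0.33, and 0.91. Over all genes, 35, 18, and 40 of the 50 were past the threshold and higher, and 18, 10, and 24 were also above a fold change of 2. Adjusted over the list alone, 36 were higher and 1 lower in ENT, 26 and 1 in SLE, and 47 and 0 in MLE.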

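CLDN7 (chromosome 12, 52612517-52628376) rose in ENT from 4.56 ± 3.5 to 19.0 ± 4.65 CPM (log2 fold change 2.04, SE 0.23, adjusted p = 4.88e-09, identifier block 2.14) and IKBKE (chromosome 9, 67123055-67147991) from 4.27 ± 2.17 to 12.1 ± 2.52 CPM (1.50, SE 0.19, adjusted p = 1.36e-07, block 1.50). In SLE, EPO (chromosome 3, 8620508-8622936) rose from 0.362 ± 0.157 to 4.28 ± 6.6 CPM (3.52, SE 0.58, adjusted p = 0.000225, block 2.66) and CLDN10 (chromosome 11, 65027706-65145002) from 5.39 ± 1.5 to 16.2 ± 6.0 CPM (1.59, SE 0.27, adjusted p = 0.000298, block 1.34). In MLE, EZR (chromosome 1, 8403362-8452750) rose from 58.2 ± 5.2 to 93.1 ± 5.61 CPM (0.68, SE 0.10, adjusted p = 4.31e-06, block 0.66).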

We observed a decrease in both reduced and oxidized forms of glutathione in the PN groups. We postulate this high oxidative stress contributed to injury more than any benefit high omega-3 fatty acid may contribute.

The regulation of bile acid homeostasis via the gut/liver FXR/FGF19 signaling axis is an important feedback mechanism in preventing excessive bile acid accumulation in the healthy state (53). Obstructive cholestasis disrupts this mechanism by blocking the enterohepatic circulation of bile acids. In animal models, such as mice and rats, obstructive cholestasis through BDL causes a loss of intestinal FGF15 (FGR19 orthologue in rodents) production, leading to elevated bile acid production (54, 55). The evidence of disrupted FXR-FGF15/19 axis is usually measured by increased hepatic *CYP7A1* expression or by elevated serum levels of the oxysterol, C4. Unlike *FGF19* in humans, in rodents, *Fgf15* is only expressed in the intestine and not the liver (56). In humans, hepatic FGF19 expression is normally low or undetectable. In pigs, like in humans, FGF19 is present in the intestine and in the liver (40). However, when cholestatic conditions occur, hepatic FGF19 expression is increased (57–59). In infants with BA, FGF19 is elevated and CYP7A1 and C4 are reduced. Thus, infants with BA are still cholestatic despite the evidence of decreased bile acid synthesis through the classical pathway. Surprisingly, we found no increase in hepatic *FGF19* mRNA expression, and plasma FGF19 was barely detectable, despite the marked elevation of circulating and hepatic bile acids in our BDL pigs. Likewise, both *CYP7A1* mRNA and C4 were elevated consistently with low plasma FGF19 concentrations. This paradoxical finding of increased hepatic *FGF19* mRNA in the BA infant but not in the BDL pig is not entirely clear. We observed a large increase in the bile acid HCA, which is typically very low in humans. HCA is a muricholic acid, like the rodent β-muricholic acid (βMCA). Like βMCA, HCA is a poor agonist for FXR (60–62). In infants, the more potent FXR agonist CDCA is around > 60% in healthy infants and manages above 50% during cholestasis, though the concentration overall increases in the liver during BA (58). We postulate that the disproportionately high HCA and low CDCA composition that occurs in BDL pigs caused insufficient activation of the hepatic FXR/FGF19 axis.

The ENT-BDL pigs had lower hepatic and circulating bile acids levels compared with the BDL groups that were on TPN. Our results suggest that this lower bile acid accumulation in ENT versus TPN-BDL pigs was mediated by increased urinary bile acid clearance. Hydroxylation and conjugation of bile acids via hepatic xenobiotic metabolism facilitates their urinary excretion (63). 

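Relative to ENT-sham, the Figure 6 xenobiotic score differed by -0.83 in ENT-BDL (permutation test, adjusted p = 0.008), -1.36 in SLE-BDL (adjusted p = 0.00049), and -1.60 in MLE-BDL (adjusted p = 0.00055). Medians of the log2 fold changes were -0.82, -1.07, and -1.24, and adjusted over the list alone 11, 13, and 15 of the 19 genes were lower and 0 higher. Relative to ENT-BDL, MLE-BDL differed by -0.76 (adjusted p = 0.02). SLE-BDL differed by -0.52 (adjusted p = 0.083), a difference that passed the threshold with the identifier number subtracted (-0.75), with both matching ENT libraries left out (-0.59), or with a median z-score (-0.68). Below every ENT-BDL pig were 2 of 11 SLE-BDL and 2 of 8 MLE-BDL pigs. These genes too were chosen by the study from the same data and are not independent evidence.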

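FMO5 (chromosome 4, 100336769-100372744) went from 547 ± 194 CPM in ENT-sham to 27.1 ± 10.9 in SLE-BDL and 28.1 ± 18.8 in MLE-BDL, and its log2 fold change in ENT-BDL was -1.15 (adjusted p = 0.00491). Against ENT-BDL it was lower by 3.19 (SE 0.32, adjusted p = 1.84e-10, identifier block -3.26) and 3.14 (SE 0.37, adjusted p = 7.17e-09, block -3.33), and with any 1 pig left out by 3.00 to 3.31 and 2.95 to 3.47. AOX1 (chromosome 15, 104157748-104234533) went from 134 ± 42.2 CPM in ENT-sham to 75.9 ± 36.6, 14.2 ± 6.44, and 22.5 ± 11.7. It was lower than in ENT-BDL by 2.42 in SLE-BDL (SE 0.25, adjusted p = 2.39e-10, block -2.48) and 1.76 in MLE-BDL (SE 0.27, adjusted p = 3.59e-06).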

We observed evidence of decreased hepatic xenobiotic metabolic genes in all BDL groups compared with the ENT-sham pigs, but the 2 PN BDL groups were even lower than the ENT-BDL, consistent with lower urinary output of bile acids. Likewise, our hepatic metabolomic analysis showed considerably lower sulfated bile acids in the 2 PN BDL groups compared with the ENT-BDL. Other groups have observed suppression of xenobiotic metabolism genes during administration of PN lipids in organoids (64) and mouse models (65). The mechanism for this suppression is not clear, but PN has been linked to altered hepatic circadian rhythm genes, which in turn could affect xenobiotic pathway genes (66, 67). 

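Among BDL pigs the Figure 6 circadian score differed from ENT by -0.01 in SLE (permutation test, adjusted p = 0.98) and -0.07 in MLE (adjusted p = 0.75). Among sham pigs it differed from ENT by -0.37 in SLE (adjusted p = 0.0058), with 6 of 10 SLE-sham pigs below every ENT-sham pig, and by -0.04 in MLE (adjusted p = 0.80). The SLE difference was -0.33 and not past the threshold with a median z-score. A hand-written list of 23 core clock genes differed by -0.19 and -0.10 between BDL groups (adjusted p = 0.23 and 0.62), and by -0.52 in SLE-sham (adjusted p = 0.00049) and -0.11 in MLE-sham (adjusted p = 0.26).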

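In BDL pigs BHLHE40 (chromosome 13, 61526121-61533686) was 23.6 ± 6.59 CPM on ENT, 63.1 ± 53.5 on SLE (log2 fold change 1.41, SE 0.24, adjusted p = 1.63e-05, identifier block 1.41), and 48.6 ± 14.3 on MLE (1.04, SE 0.25, adjusted p = 0.00259), where it was not past the threshold with the block (0.64). DBP (chromosome 6, 53986955-53993044) was 7.14 ± 3.01 CPM on ENT and 3.57 ± 1.46 on SLE (-1.0, SE 0.22, adjusted p = 0.000692, block -0.87), and ID2 (chromosome 3, 127500759-127503207) 64.2 ± 7.17 CPM on ENT and 41.0 ± 9.71 on MLE (-0.64, SE 0.17, adjusted p = 0.00451, block -0.88).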

We observed a modest change in hepatic circadian rhythm genes in PN versus ENT pigs that warrants further study.

Using pigs as a model organism offers several advantages over rodents, particularly in studies related to gastrointestinal (GI) function, liver function, and metabolism (68, 69). Furthermore, pigs have immune responses that are more comparable with humans, making them a valuable model for immunological studies (70). Our model uses neonatal pigs, which closely resemble human infants in terms of their developmental stage and metabolic profiles (71). However, there are some limitations of our model to note in the current study. Our model is representative of early-stage cholestasis at only 2 weeks of obstruction. This relatively short duration does not allow us to fully extrapolate the effects of different lipid emulsions on the long-term progression of liver disease to the end-stage liver failure that requires liver transplantation in humans. Chronic cholestasis involves a complex interplay of ongoing inflammation, fibrosis, and potentially the development of complications like portal hypertension, which may manifest differently over a longer period. Additionally, our approach of using BDL models 2 main consequences of BA: reduced bile flow to the gut and increased bile retention in the liver. While BDL effectively induces these key features and allows us to study the effect of lipid emulsions in this context, it’s important to acknowledge that it doesn’t fully recapitulate the initial and potentially more complex etiology of BA. For instance, BDL is a surgical procedure that causes an acute obstruction, whereas the pathogenesis of BA in infants is thought to involve a more gradual inflammatory and fibro-obliterative process of the extrahepatic bile ducts, potentially with a viral or genetic predisposition (72). These differing mechanisms could influence the downstream effects on the liver and other systems. Furthermore, in our study, the pigs receiving PN were maintained without any source of ENT feeds. This contrasts with the clinical reality for infants with BA, who, even when requiring PN support, will often still be fed enterally to the extent that they can tolerate. ENT feeding can have important effects on gut health, the microbiome, and the gut/liver axis, which could influence the response to different lipid emulsions (73). Therefore, our study, which used total PN, likely represents a more extreme clinical scenario, potentially reflecting infants with BA who have significant feeding intolerance or are in a phase where ENT feeds are severely limited.

The aim of this study was to examine whether the use of MLE is more effective than SLE on the prevention of liver injury in a model of neonatal obstructive cholestasis. The creation of hepatic biliary obstruction using BDL at birth led to a rapid induction of cholestasis based on serum chemistry and marked liver injury–evident histological features of ductular reaction and fibrosis within 14 days. 

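Cholangiocyte markers rose after BDL in 18 of 19 genes in ENT, 17 in SLE, and 18 in MLE, with median log2 fold changes of 1.31, 0.73, and 1.08. Their scores rose by 1.41, 0.74, and 1.12 (permutation tests, adjusted p = 0.00059, 0.00084, and 0.00059), and 1 of 10, 9 of 11, and 8 of 8 BDL pigs scored above every sham pig of their diet. In ENT-sham, replicate 2 scored 1.18 and the other pigs at most -0.62, and with both matching ENT libraries left out the rise was 1.57, with 9 of 9 BDL pigs above every sham pig. Of 20 stellate cell markers 16, 16, and 15 were higher, and their scores rose by 0.52 in ENT (adjusted p = 0.03), 0.55 in SLE (adjusted p = 0.12), and 0.65 in MLE (adjusted p = 0.025).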

The evidence of hepatobiliary injury and fibrosis was also observed in the upregulation of gene pathways involved inflammatory and fibrosis. Neonatal obstructive cholestasis was also marked by uncoupling of the enterohepatic FXR/FGF19 signaling and loss of negative feedback on hepatic bile acid synthesis via both the classis and alternative pathways. In this context of neonatal obstructive cholestasis, our findings suggest that the use of MLE does not provide sufficient hepatic protection against injury or inflammation during cholestasis compared with SLE but may confer a benefit of improved growth. Our findings should inform the clinical use of MLE versus SLE in infants diagnosed with BA who require PN support.

## Methods

### Sex as a biological variable.

Our study examined male and female animals, and similar results were obtained for both sexes.

### Animal and study design.

Sows of mixed Landrace and Hampshire breeds were purchased from a commercial farm in Texas (Real Hog Farms, Marion, Texas, USA). Pigs were delivered via cesarean section 1 day preterm (day 113 gestation) as described previously (40). Immediately following delivery, pigs were randomly assigned to either BDL or sham surgery. BDL surgery consisted of a ventral midline incision of the abdomen from the xyphoid process to the umbilicus. The cystic duct and common bile duct were both ligated. For sham surgery, the ventral midline incision was made, and the liver was manipulated briefly before closing. Subsequently, all pigs were then implanted with a jugular catheter. Within the sham and BDL groups, pigs were then randomly assigned to receive nutrition through either ENT feeding of a milk replacer formula — NutraStart Liqui-Wean (ENT-sham, ENT-BDL; Milk Specialties Global) — or PN containing either SLE, Intralipid (SLE-sham, SLE-BDL; Fresenius Kabi), or MLE SMOFlipid (MLE-sham, MLE-BDL; Fresenius Kabi). The pigs receiving ENT feeding were implanted with an orogastric tube. The ENT and TPN groups were calorically matched to achieve an intake of 195 kcal/(kg·d). The macronutrient intake during full PN intake was 25 g/(kg·d) glucose, 13 g/(kg·d) amino acids, 5.0 g/(kg·d) lipid. All pigs received TPN for the first 24 hours after delivery. Enterally fed pigs were gradually taken off of TPN, reaching full ENT feeds on day 7. Study was completed 14 days after delivery.

### Growth rate and tissue weights.

Pigs were weighed at birth and at time of tissue harvest on day 14 of life. To determine growth rates, pigs’ birth weight and final body weights were averaged over the period of the study and expressed in grams per kg·d. The liver and the small intestine were collected at the time of sacrifice. The small intestines are defined for this study as the ligament of Treitz to the cecum. The intestines were washed with normal saline prior to weighing to remove any excess contents.

### Tissue staining and quantification.

All histological studies utilized formalin-fixed paraffin-embedded samples. Liver tissue from the left lobe was dissected, fixed in formalin for 24 hours, and subsequently transferred to 70% ethanol. These sample cassettes were then submitted to the Cellular and Molecular Morphology Core of the Texas Medical Center’s Digestive Disease Center for slide mounting and IHC. Cholangiocytes were stained using anti-panCK I/II (MA5-13156, Thermo Fisher Scientific). To assess liver collagen deposition, slides were stained with Sirius red following an established protocol (74). For image quantification, slides were scanned at 20× magnification using the Zeiss AxiosScan.Z1. The Zen 3.3 software package (Zeiss) was used to open slide images, select 6 identical-sized random square fields (9 mm^2^) within the slide image, and convert these fields to PNG files for further analysis using ImageJ (NIH). For the panCK analysis, color deconvolution was applied to each image field to yield DAB (panCK). Color thresholds were adjusted to eliminate background noise. Prior to percent area counting, the particle size was set to > 100 pixels^2^ to exclude artifacts. For Sirius red staining, the image was divided into red, green, and blue channels. The red channel, which provided the greatest contrast between collagen staining and the background, was used for quantification. Thresholding and particle size exclusion were performed as above to remove background and artifacts. The average area coverage per field from each slide was used for each sample in the statistical analysis.

### qPCR.

Liver tissue was homogenized in Trizol (Thermo Fisher Scientific) and total RNA isolated using RNAeasy Spin columns (Qiagen). A total of 1 μg total RNA was converted to cDNA using the High Capacity cDNA Synthesis Kit (Qiagen). For each gene (Supplemental Table 1), 10 ng of cDNA was used in a qPCR reaction with Power Up Sybr Green (Applied BioSciences) on a Biorad CFX-96 instrument. Relative fold was calculated using the 2^ΔΔCt^ method, and *ACTB* primers were used as the normalization gene as done previously (40).

### Bile acid and oxysterol composition analysis.

Bile acids were prepared from plasma samples as described previously (32). For oxysterol analysis, a mixture was prepared consisting of 200 μL of plasma, 200 μL of methanol, 400 μL of dichloromethane, and 100 μL of liquid chromatography–mass spectrometry–grade (LC-MS–grade) water. To this mixture, 50 μL of an internal standard mixture solution (containing 5.81 μmol cholest-5-ene-3β,22(S)-diol-d7 (Avanti Polar Lipids, Alabaster, Al) and 5.71 μM cholest-5-en-3β,7α-diol-d7 (Avanti Polar Lipids) was added. The sample mixture was then vortexed for 20 seconds and centrifuged at 4500 x g at 8°C for 10 minutes. The lower dichloromethane layer was collected separately and dried under nitrogen. The dried dichloromethane phase was reconstituted in 500 μL of methanol and 1.5 mL of LC-MS–grade water containing 0.1% formic acid, and then vortexed. Oasis HLB SPE cartridges (Waters Corp.) were primed by passing 800 μL of methanol and 600 μL of water with 0.1% formic acid. The sample was loaded onto the column and allowed to pass through by gravity, with the eluent being discarded. The samples were then washed with 600 μL of LC-MS water containing 0.1% formic acid, followed by a wash with 600 μL of hexane. The oxysterol fraction was then eluted with butyl acetate from the SPE cartridge and dried under vacuum. Finally, the residue was dissolved in 100 μL of buffer (consisting of 70 μL of MeOH [5mM ammonium acetate] and 30 μL water [5mM ammonium acetate]). Quantitation was performed using LC-MS/MS as described previously (32).

### Serum chemistry.

Blood samples were collected into serum tubes and K2 EDTA tubes and processed to yield serum and plasma, respectively. Serum was analyzed on a Roche-Cobas 6000 analyzer as described in detail previously (75). Plasma was used to analyze all other compounds as described.

### Total bile acid quantitation.

To determine total bile acids in plasma, a commercially available kit was used according to manufacturer’s protocol (GWB-BQK087; GenWay Biotech) as described previously (40). For liver, bile, and small intestine samples, the sample was homogenized in ethanol, and the supernatant used for bile acid quantitation. Bile acid pools were calculated as described previously (40).

### RNA-Seq analysis.

RNA was isolated from liver samples and provided to Novogene for RNA-Seq pipeline. Using their PE150 sequencing strategy, 20 million raw paired end reads were generated and matched to sus scrofa assembly GCF_000003025.6_Sscrofa11.1. Briefly, RNA quality was assessed using agarose gel electrophoresis and NanoPhotometer followed by quantification and integrity analysis with the Agilent Bioanalyzer 2100 system. Total RNA (1 μg) was used for library preparation with NEBNext UltraTM RNA Library Prep Kit for Illumina followed by purification and size selection. Libraries were sequenced on an Illumina platform, and clean data were obtained through quality control steps including processing through fastp to remove reads containing adapters, poly-N sequences, and low quality reads. Reads were mapped to a reference genome using HISAT2, and novel genes were predicted with Stringtie and gffcompare. Featurecounts was used to quantify gene expression (RPKM), and differential expression analysis was performed using DESeq2 (>2-fold expression difference and False Discovery Rate [FDR] < 0.05). Finally, enrichment analysis for KEGG pathways was performed using clusterProfiler R to identify significantly (adjusted *P* > 0.05) enriched biological functions.

### Metabolomics analysis.

Frozen liver samples were analyzed by Metabolon using their proprietary platform (76). Briefly, upon arrival, samples are stored at –80°C and assigned unique identifiers for tracking. For sample preparation, recovery standards were added to samples,and then samples were precipitated with methanol under shaking to remove protein and to free bound metabolites. The resulting extract was then divided for analysis using 4 different ultraperformance LC–tandem MS (UPLC-MS/MS) methods using a Waters ACQUITY UPLC and a Thermo Fisher Scientific Q-Exactive high resolution/accurate mass spectrometer interfaced with a heated electrospray ionization (HESI-II) source and Orbitrap mass analyzer operated at 35,000 mass resolution. To ensure data quality, a combination of pooled matrix samples, process blanks, and QC standards are included throughout the analysis. Data analysis was performed using peak identification, quality control procedures, and metabolite quantification using peak AUC with proprietary Metabolon software. Statistical analysis was performed by Metabolon using a 2-way ANOVA with FDR (*q* value) > 0.05 used to define significant interactions between groups. For pathway analysis, significant metabolites were analyzed using the web-based multi-omics software suite, MetaboAnalyst (77). Pathways that were enriched with > 2-fold difference between groups and *q* < 0.05 were included as significantly enriched pathways.

### FGF-19 assay.

A commercially available kit (ELP-FGF19-1, Raybiotech) was used according to manufacturer’s specification on plasma samples as described previously (78).

### Statistics.

All values are graphically presented as mean ± SEM, and the individual pig values are included in figures. The final day samples were analyzed by 2-way ANOVA and interactions between diet (ENT, SLE, MLE) and surgery (sham, BDL) were tested for significance using Tukey’s post hoc analysis. Statistical analyses were performed using Minitab and GraphPad software packages. For data that were not normally distributed or were of equal variance, log transformations were performed prior to statistical analysis.

### Study approval.

All experiments were approved by the Animal Care and Use Committee of Baylor College of Medicine and conducted in accordance with the *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011).

### Data availability.

All data from Figures 1–4, and 7 are included in the Supplementary file Supporting Data File. RNA-Seq data (Figures 5 and 6) are available for download on the NCBI GEO database website at GSE281589.

## Author contributions

GG and DB conceptualized the work; GG, CV, VMH, and BS performed experiments and collected the samples; GG and BS analyzed the data; GG wrote the first draft of the manuscript; GG, CV, VMH, BS, and DB edited the manuscript. All authors reviewed and approved the manuscript.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
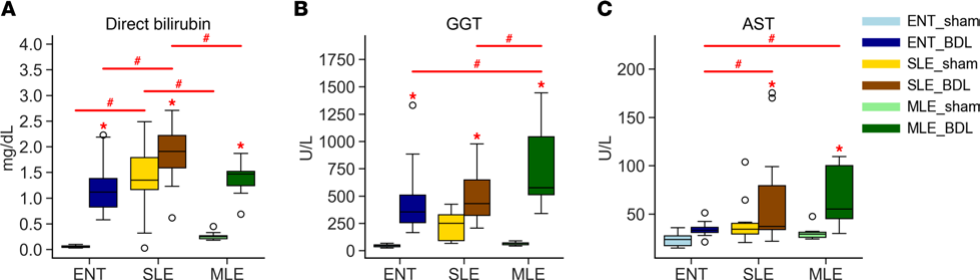
Serum chemistry markers are increased in all groups with BDL. (**A**–**C**) Direct bilirubin is a marker of cholestasis, γ-glutamyl transferase (GGT) is a marker of cholangiocyte injury, and aspartate amino transferase (AST) is a marker of hepatocyte injury. Statistical significance for box plots was determined via 2-way ANOVA and Tukey’s post hoc comparison. *P < 0.05, from within-diet comparisons, and ^#^*P* < 0.05 from within-surgery treatments. Box plots lines represent quartiles, whiskers represent largest value within 1.5× interquartile range, and open circles represent outliers. *n* = 9–12/group.

**Figure 2:**
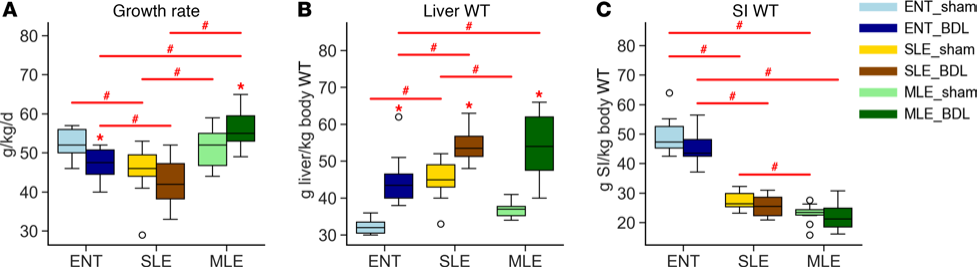
MLE diet leads to greater weight gain during BDL. (**A**) Weight gain was measured every other day in pigs and their growth rate was calculated as grams / (kg * day). (**B** and **C**) Liver weight small intestinal (SI) weight were expressed as gram tissue weight per kg body weight. Statistical significance for box plots was determined via 2-way ANOVA and Tukey’s post hoc comparison. *P < 0.05 from within-diet comparisons, and ^#^*P* < 0.05 from within-surgery treatments. Box plots lines represent quartiles, whiskers represent largest value within 1.5× interquartile range, and open circles represent outliers. *n* = 9–12/group.

**Figure 3:**
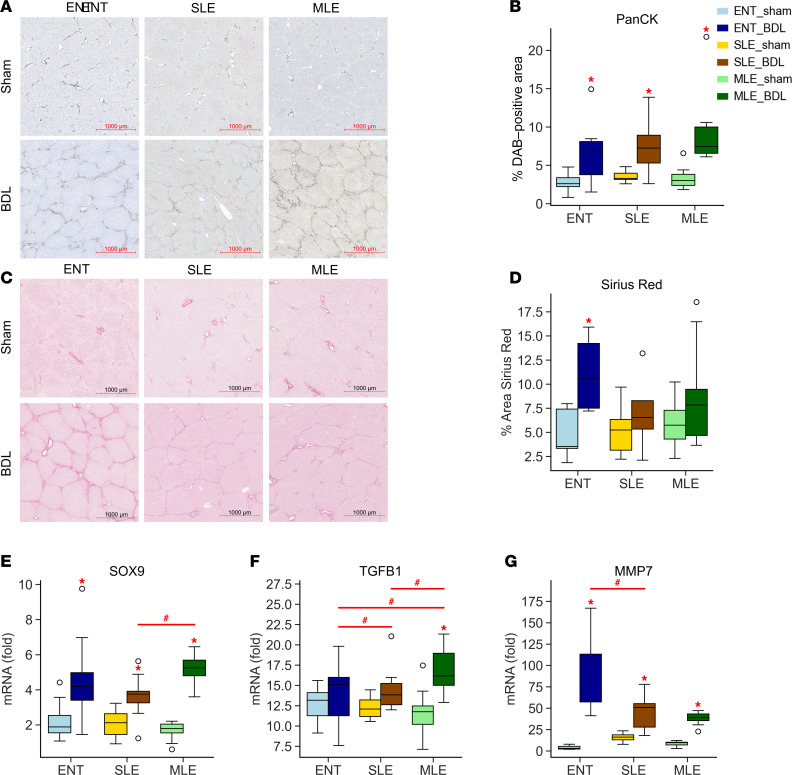
BDL promotes liver injury within all diet groups. (**A** and **B**) Ductular reaction was assessed with pancytokeratin staining and quantified using DAB-positive area (%) stained within a 9 mm^2^ field of view (5 fields per slide). (**C** and **D**) Collagen deposition and fibrosis were assessed using Sirius red stained liver slides and quantified using positive area (%) stained within a 9 mm^2^ field of view (5 fields per slide). (**E**–**G**) Real-time PCR was used to examine gene targets of ductular reaction SRY-Box Transcription Factor 9 (Sox9) (**E**), transforming growth factor beta (Tgfβ) (**F**), and matrix metalloproteinase 7 (Mmp7) (**G**). Statistical significance for box plots was determined via 2-way ANOVA and Tukey’s post hoc comparison. *P < 0.05 from within-diet comparisons, and ^#^*P* < 0.05 from within-surgery treatments. Box plots lines represent quartiles, whiskers represent largest value within 1.5× interquartile range, and open circles represent outliers. *n* = 4-–12/group.

**Figure 4:**
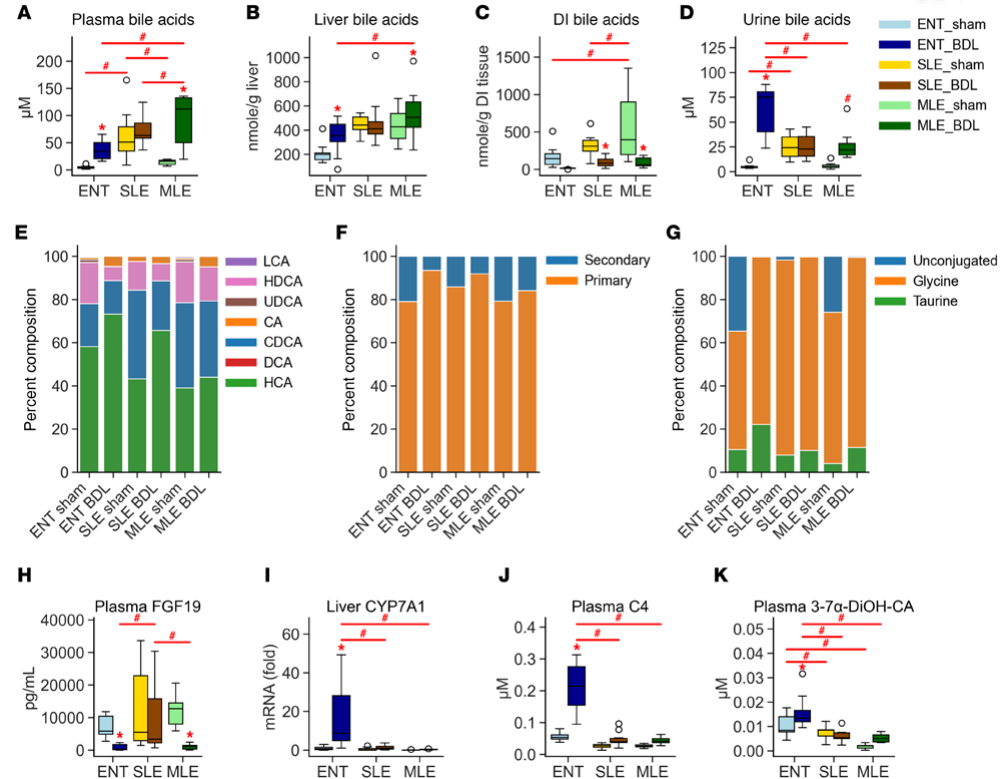
Bile acid pools, compositions, and regulatory pathways shift in response to BDL and feeding source. (**A**–**D**) The concentration of bile acids in 4 major compartments of bile circulation plasma, liver tissue, distal ileum tissue, and urine. (**E**–**G**) The composition of bile acids in the plasma broken down by bile acid (unconjugated + conjugated) (**E**), liver synthesized (PrimaryBA) or bacterial synthesized (SecondaryBA) (**F**), and conjugation status (**G**). (**H** and **I**) Regulators of bile acid synthesis were determined by ELISA plasma FGF19 and real time PCR cytochrome P450 7A1 (Cyp7a1). (**J** and **K**) Plasma concentration key intermediates of bile acid synthesis in the classical pathway plasma 7-α-Hydroxy-4-cholesten-3-one (C4, 7α-hydroxycholesterol) (**J**) and alternative pathway 3-7α-DiOH-CA (**K**). Statistical significance for box plots was determined via 2-way ANOVA and Tukey’s post hoc comparison. *P < 0.05 from within-diet comparisons, and ^#^*P* < 0.05 from within-surgery treatments. Box plots lines represent quartiles, whiskers represent largest value within 1.5× interquartile range, and open circles represent outliers. *n* = 5–12/group. LCA, Lithocholic acid; HDCA, hyodeoxycholic acid; UDCA, ursodeoxycholic acid; CA, cholic acid; CDCA, chenodeoxycholic acid; CDA, deoxycholic acid; HCA, hyocholic acid.

**Figure 5:**
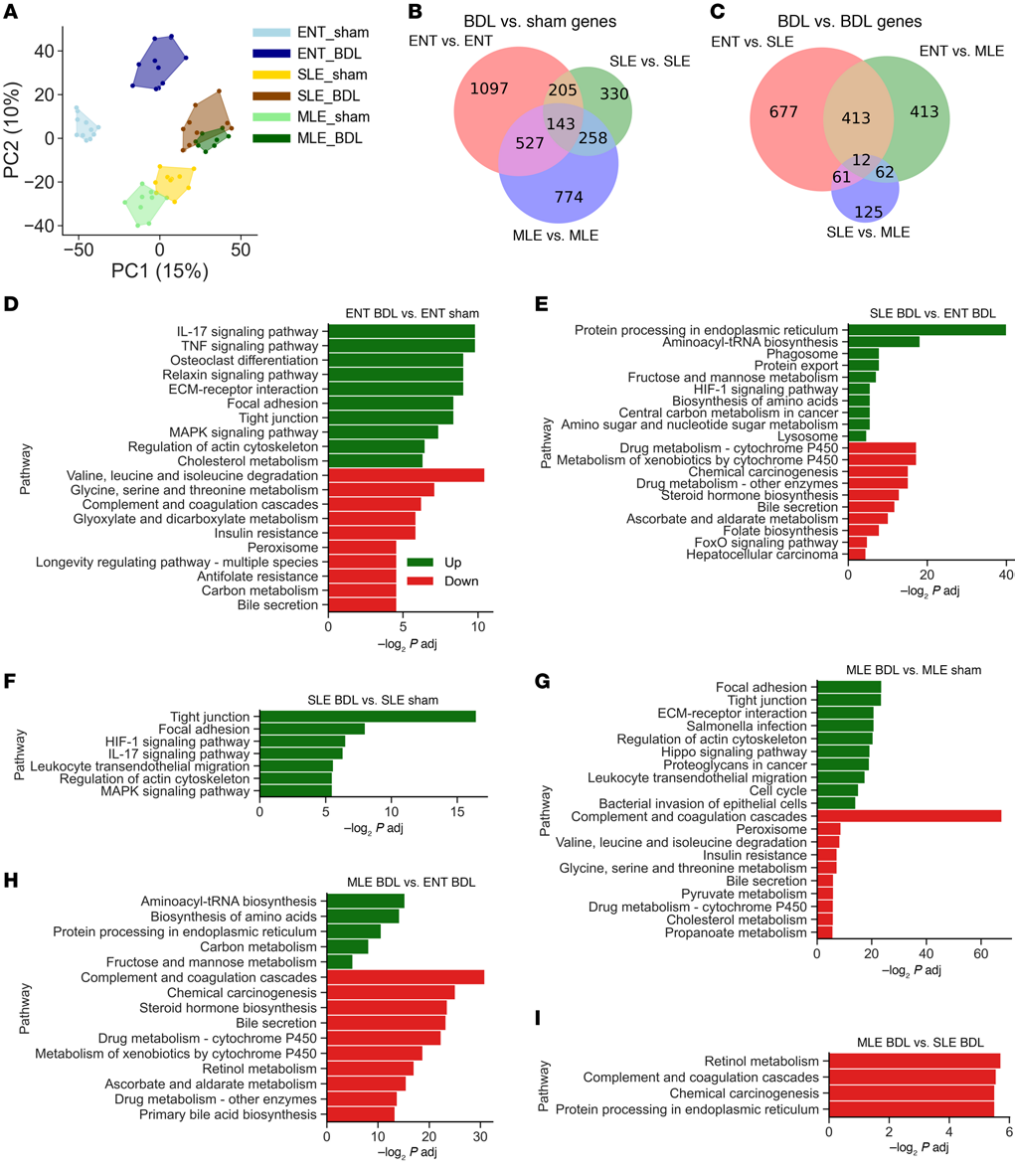
RNA-Seq analysis identifies genes’ signature changes in xenobiotic metabolism, circadian clock, bile acid metabolism, and inflammation. These are exacerbated by parenteral feeding. (**A**) Principle component analysis (PCA) of treatment groups. (**B** and **C**) Venn diagram of overlapping significantly altered genes (fold change > 2 and *q* < 0.05) for comparisons within-diet group (**B**) and between-diet groups (**C**) with BDL surgery. (**D**–**I**) Top 10 significantly upregulated (green) and downregulated (red) KEGG pathways for within-diet group (**D**–**F**) and between-diet groups (**G**–**I**) with BDL surgery. Pathway significance was determined using Fisher’s exact test. *n* = 7–12/group.

**Figure 6:**
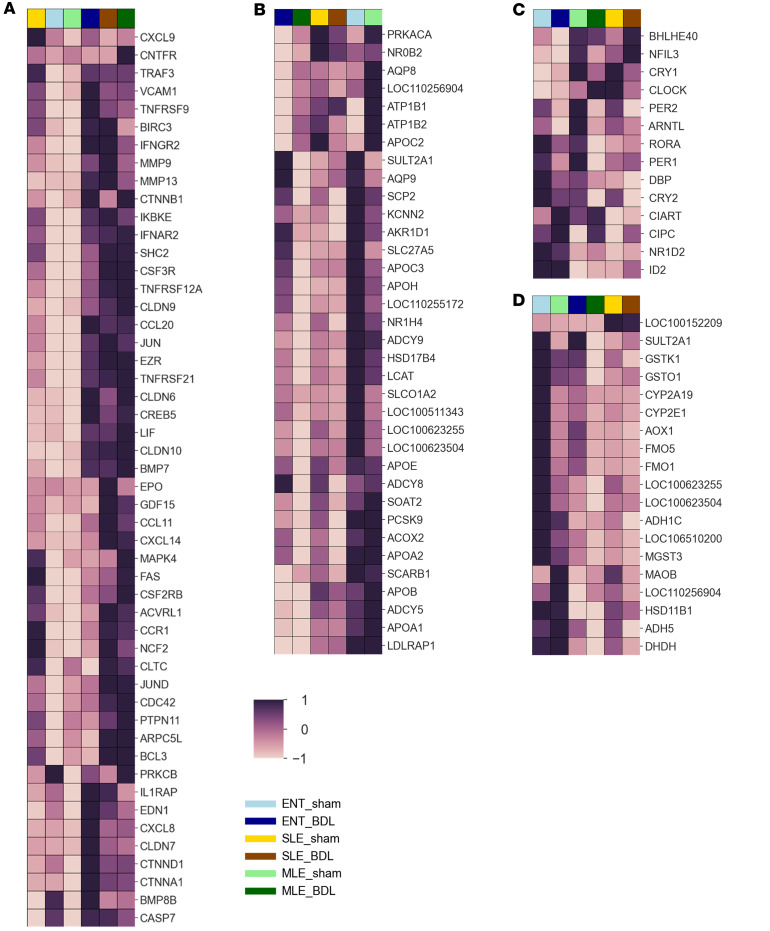
Gene expression of KEGG enriched pathways. (**A**–**D**) Heatmaps of significantly altered genes associated with KEGG pathways of inflammation (**A**), bile acid homeostasis (**B**), circadian rhythm (**C**), xenobiotics (**D**). *n* = 7–12/group.

**Figure 7:**
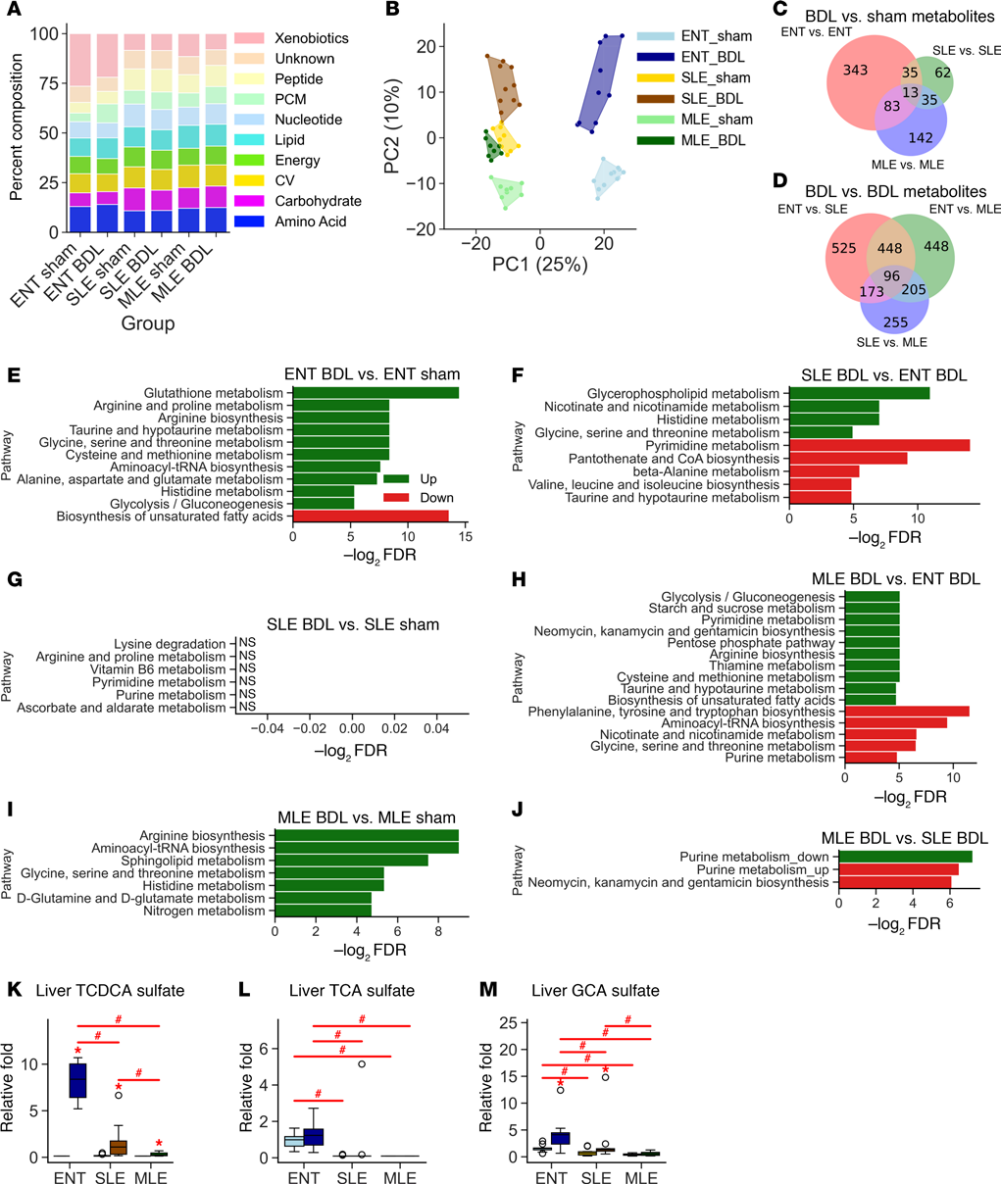
Metabolomics analysis confirms changes in xenobiotic metabolism and identifies amino acid metabolism pathways elevated in BDL in parenteral nutrition. (**A**) Composition of superpathways of metabolomic profiles. (**B**) Principle component analysis (PCA) of treatment groups. (**C** and **D**) Venn diagram of overlapping significantly altered metabolites (fold change > 2 and fdr < 0.05) for comparisons within-diet group (**C**) and between-diet (**D**) groups with BDL surgery. (**E**–**J**) Top 10 significantly upregulated (green) and downregulated (red) KEGG pathways for within-diet group (**E**, **G**, and **I**) (no significant groups detected in SLE-sham versus SLE-BDL comparison) and between-diet groups (**F**, **H**, and **J**) with BDL surgery. Individual metabolites selected from relevant pathways for (**K**–**M**) xenobiotic metabolism. Pathway significance was determined using Fisher’s exact test. Statistical significance for box plots was determined via 2-way ANOVA and Tukey’s post hoc comparison. *P < 0.05 from within-diet comparisons, ^#^*P* < 0.05 from within-surgery treatments. CV, Cofactors and Vitamins; GCA, glycocholic acid; PCM, Partially Characterized Molecules; TCA, taurocholic acid; TCDCA, taurochenodeoxycholic acid.

# Supplementary material for: Multicomponent parenteral lipid emulsions do not prevent liver injury in neonatal pigs with obstructive cholestasis
**Source:** JCI Insight. 2025 Apr 17;10(10):e189196. doi: 10.1172/jci.insight.189196
**Supplement:** Supplemental data

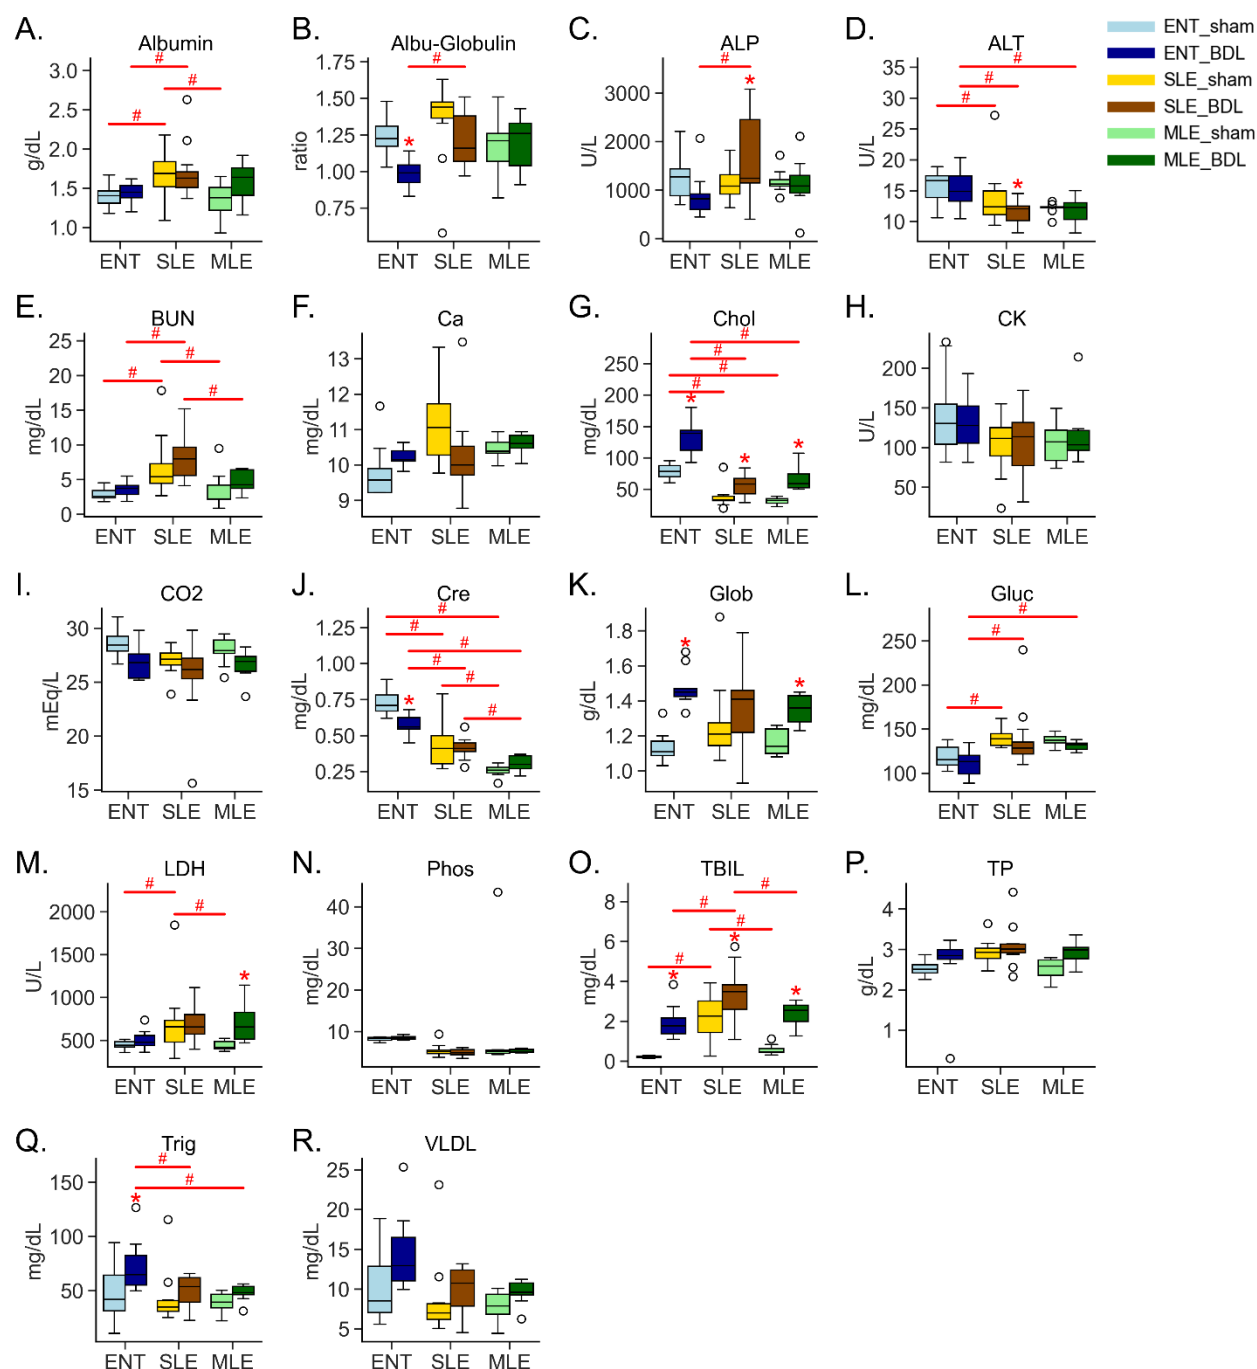

Supplementary Figure 1. Serum chemistry panel. Statistical significance for box plots was determined via two-way ANOVA and Tukey's post hoc comparison. Values with \* are significantly different ( $P < 0.05$ ) from within Diet comparisons and values with # are significantly different ( $P < 0.05$ ) from within Surgery treatments. Box plots lines represent quartiles, whiskers represent largest value within 1.5x interquartile range, open circles represent outliers. n = 9-12/group. Alkaline phosphatase, ALP; alanine aminotransferase, ALT; blood urea

nitrogen, BUN; calcium, Ca; total cholesterol, Chol; creatine kinase, CK; carbon dioxide, CO<sub>2</sub>; creatinine, Cre; globulin, Glob; glucose, Gluc; lactate dehydrogenase, LDH; phosphorous, Phos; total bilirubin, TBIL; total protein, TP; triglyceride, Trig; very low density lipoprotein, VLDL.

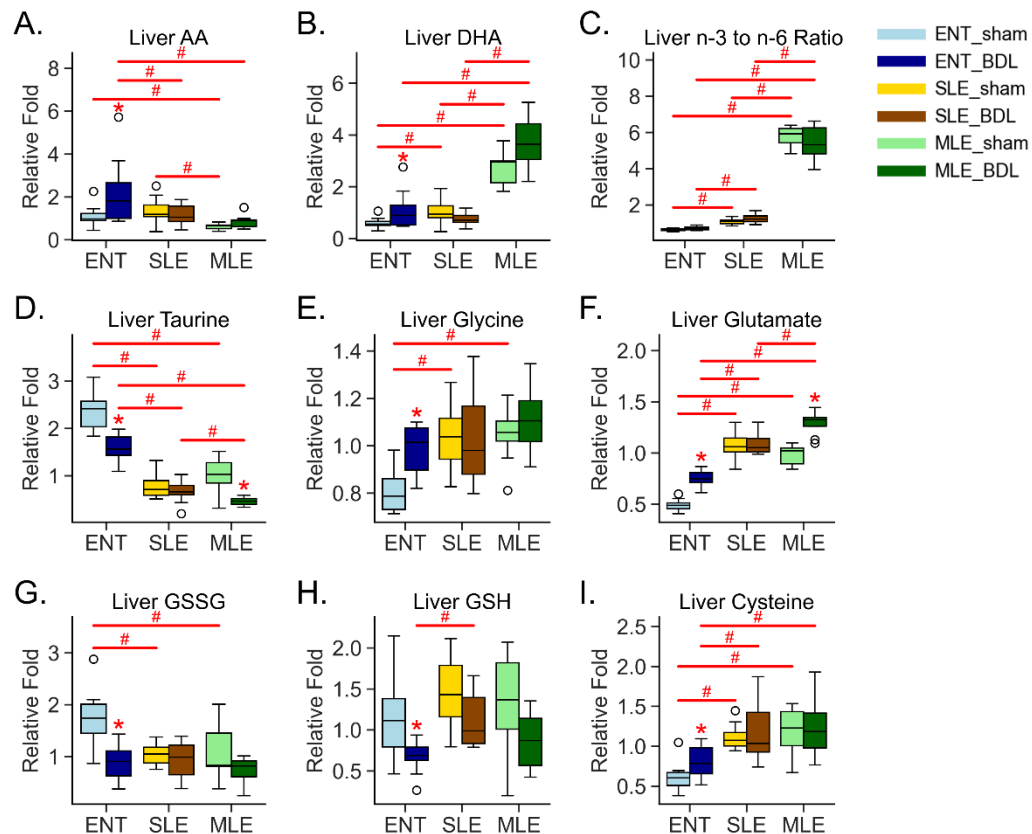

Supplementary Figure 2. Metabolomic data for fatty acid and glutathione synthesis. Individual metabolites selected from relevant pathways for (A-C) fatty acid composition and (D-I) amino acid and glutathione metabolism. Statistical significance for box plots was determined via two-way ANOVA and Tukey's post hoc comparison. Values with \* are significantly different ( $P < 0.05$ ) from within Diet comparisons and values with # are significantly different ( $P < 0.05$ ) from within Surgery treatments. Arachidonic acid, AA; docosahexaenoic acid, DHA; oxidized glutathione, GSSG; reduced glutathione, GSH.

---

**Supplementary Table 1. PCR Primers**

---

| <b>Gene Name</b> | <b>Accession #</b> | <b>Forward</b>        | <b>Reverse</b>       |
|------------------|--------------------|-----------------------|----------------------|
| Cyp7a1           | NM_001005352.3     | GAAAGAGAGACCACATCTCGG | GAATGGTGTTGGCTTGCGAT |
| Sox9             | NM_213843          | GAAAGTCGGTGAAGAACGGC  | TTGGGAGAGATGTGCGTCTG |
| Mmp7             | NM_001348795.1     | AACACTGGTCTGATGGTGGC  | CAGACGAATGAGCCAGACCT |
| Tgfb             | NM_214015.2        | ACCTGCAAGACCATCGACAT  | GACAGAATCTGGCCGCGAAT |

---

How the deposited data were processed for this re-analysis (not part of the article)

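Liver tissue of neonatal pigs was collected at day 14 from 6 groups, made of 3 diets (ENT, SLE, and MLE) with sham surgery or BDL. The authors aligned the paired-end reads to the Sscrofa11.1 assembly with HISAT2 after trimming with fastp, counted reads per gene with featureCounts, and deposited these counts without normalization. Counted reads per library ranged from 14469788 to 21374161. The paper's methods name DESeq2 for differential expression and clusterProfiler for pathways. Its RPKM values and pathway results were not used here, nor was the column of gene lengths.

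All 60 libraries were assigned to a group from their labels. The table held 24 features without a gene name, which took 0.008% to 0.041% of the counts of a library. They were left out of the library totals given here and of all fits. Of the named genes 20663 are protein-coding, and a library had counts on 18595 to 20559 genes. Counts of 3 or fewer were taken as the floor, and a fold change against a group that lies wholly at the floor would have been a lower bound only. The precision of each value is given by the SD over pigs or by the SE of the model, which hold counting error as well as differences between pigs. The labels of SLE-sham replicates 9 and 10 carry the same pig identifier. Their chi-square per degree of freedom was 41.1, against a lowest of 19.2 and a median of 63.5 in the other 274 pairs within a group, so both were kept and each was also left out in turn.

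Computation used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, and limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, and matplotlib 3.10.9. Genes were kept by filterByExpr on the 6 groups, normalized by TMM, and tested with estimateDisp, glmQLFit with robust=TRUE, and glmQLFTest in edgeR. The comparisons were BDL against sham on each diet, each pair of BDL groups, each pair of sham groups, both PN-BDL groups against ENT-sham, and the interactions of diet and surgery. Log2 CPM used a prior count of 2. Principal components were taken from centred log2 CPM without scaling. Distances between group means were tested with 100000 permutations, or exactly where a group held fewer than 10 pigs, and adjusted over the 15 pairs.

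No pathway database was used here. Of the gene lists, 25 were written by hand before the data were examined, for pathways the paper names and for cell types of the liver. The other 4 lists held the genes legible in Figure 6. The study chose those genes from these same data, so tests of the Figure 6 lists are not independent evidence. Lists with at least 5 tested genes were tested with camera and fry. The genes named in the text are those the paper names for liver mRNA, and the 3 largest rises and falls of each comparison past both thresholds with a gene symbol and a mean log2 CPM of at least 2. Up to 2 genes of each Figure 6 list were also named for a comparison, so a list can have more than 2 named genes. Tests, comparisons, lists, this rule, and the following alternatives were also set before the data were examined: DESeq2 on all pigs or on the groups compared, edgeR on the groups compared, RLE normalization, no filter or at least 10 counts in every pig, a replicate block or an identifier block, any fold change, fry or an estimated correlation in place of camera, other distances, scalings, and summaries, and leaving out each of the SLE-sham pigs with a shared identifier. Chosen after the data were seen were leaving out the matching ENT libraries, leaving out each pig in turn, subtracting the identifier number, thinning to equal depth, and leaving out the 10 most abundant genes.

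Replicate numbers were not used as a pairing. Over 54 pairs of libraries with the same replicate number in the groups compared, libraries correlated in their residual expression at -0.231 to 0.381 (median 0.032). The methods were tested on simulated data. With 200 genes changed by a log2 fold change of 2 up or down, edgeR found 198 with 2 false calls and DESeq2 198 with 5. The permutation test called 7 of 200 simulated comparisons without a difference and 50 of 50 with a difference of 3 SD. Its interaction form called 4 of 100 and 25 of 25 at the same sizes. All simulated pigs were independent, without a shared identifier number or matching libraries. The simulations therefore do not show the power for smaller changes, or the error rate where pigs are correlated.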

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

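The tests of the identifier number, of the library labels, and of SLE-sham pigs against BDL pigs were chosen after these results were seen. So were those at equal library size, without the 10 most abundant genes, and without the matching ENT libraries. The other tests were written before. For its RNA-Seq, the paper's text gives no test of whether the response to BDL differs between diets. Here it differed between SLE and ENT for 377 genes, between MLE and ENT for 10, and between MLE and SLE for 43. Other divisions of the pigs reached these counts in 1, 4, and 1 of 100 cases, the real division included. The 377 genes became 364 at equal library size, 375 without the 10 most abundant genes, and 473 with the identifier block. With both matching ENT libraries left out they became 725. These counts argue against each of these as the whole cause. The 377 genes had 204 positive and 173 negative differences, of which 146 and 125 kept an adjusted p under 0.05 with the block. A score over genes that rise with BDL on MLE was higher by 0.47 in SLE-sham than in ENT-sham pigs (permutation p = 0.008; 0.62 with both matching libraries left out), which is consistent with SLE-sham livers lying closer to BDL livers. Between SLE-BDL and ENT-BDL that score differed by 0.11 (permutation p = 0.38). With the identifier number subtracted the sham difference was 0.56 and the BDL difference 0.27 (permutation p = 0.016), so whether SLE-BDL and ENT-BDL livers differ in this score is left open.

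Of the named genes, the log2 fold change after BDL in SLE minus that in ENT was 2.55 for ADH4 (adjusted p = 0.0035), 1.36 for BHLHE40 (0.015), 5.12 for EPO (0.000408), 3.01 for RTP3 (0.00262), 0.47 for SCARB1 (0.00826), and 1.24 for SLCO1A2 (0.0288). It was -1.24 for CLDN7 (0.0245), -1.22 for IKBKE (0.00623), -3.34 for LGALS3 (0.000723), and -2.0 for TNNI2 (0.0152). The log2 fold change in MLE minus that in SLE was 1.34 for CNTFR (0.00685) and 3.35 for LGALS3 (0.00689). A positive value is not always a larger response, since ADH4 (-2.42) and RTP3 (-2.38) fell in ENT and neither was past the threshold in SLE (0.13 and 0.63). All of these stayed past the threshold with the identifier block. With 1 pig left out CLDN7 was not past it in 2 of 43 fits (adjusted p up to 0.0626) and SLCO1A2 in 3 (up to 0.053).

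Responses of list scores differed between MLE and SLE by -0.77 for Figure 6 bile acid genes (permutation test, adjusted p = 0.021), 0.76 for Figure 6 inflammation genes (0.0057), -0.99 for complement and coagulation (0.026), and -1.24 for hepatocyte markers (0.0017). They differed between SLE and ENT by -0.58 for Figure 6 inflammation genes (0.041), and between MLE and ENT by 0.66 for focal adhesion and cytoskeleton genes (0.041).

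The paper's text gives no count of genes that differ between sham groups. Here 849 genes differed between SLE-sham and ENT-sham, 601 between MLE-sham and ENT-sham, and 75 between MLE-sham and SLE-sham, each reached by 1 of 100 divisions of the pigs, which was the real one. With the identifier block the counts were 864, 580, and 65, at equal library size 796, 567, and 69, and without the 10 most abundant genes 848, 601, and 74. With both matching ENT libraries left out the first became 929 and the second 672. Each of these argues against a technical cause of that kind.

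A Dixon test was applied to each group of at most 10 pigs for list scores, library size, and the named genes. It marked 24 of 276 groups, and chance gives about 1 in 20, or 13.8. Total counts of MLE-BDL replicate 1 were 18370633, against 16860061 to 17397606 in the others (Dixon ratio 0.64). SLE-sham replicate 6 had the highest scores for amino acid biosynthesis (ratio 0.49; 0.79 against -0.38 to 0.22) and aminoacyl-tRNA synthetases (0.6; 1.09 against -0.13 to 0.36) and the lowest LTBP2 (0.53). MLE-sham replicate 2 was highest for amino acid biosynthesis (0.5; 0.65 against -0.02 to 0.32), inflammatory signalling (0.61; 0.58 against -1.28 to -0.55), ADH4 (0.68), SAA3 (0.6), and SDS (0.49), and lowest for core clock genes (0.55; -0.16 against 0.18 to 0.46).

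MLE-BDL replicate 2 was highest for bile acid transport and secretion (ratio 0.7; 0.13 against -0.27 to -0.15), DBP (0.65), ID2 (0.61), and SLCO1A2 (0.55). MLE-sham replicate 9 was lowest for ANKRD33 (0.5) and MT3 (0.66). The other values were ADH4 in ENT-BDL replicate 10 (0.59), CLDN10 in MLE-sham replicate 5 (0.51), CYP2A19 in MLE-sham replicate 4 (0.57), CYP2E1 in MLE-sham replicate 6 (0.57), SAA2 in SLE-sham replicate 8 (0.55), SAA3 in MLE-BDL replicate 1 (0.57), and SCARB1 in ENT-BDL replicate 4 (0.56) and MLE-sham replicate 1 (0.54). What sets these pigs apart was not tested, and all stayed in the analysis.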

How the results depend on the processing

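Leaving out pigs, subtracting the identifier number, thinning to equal depth, and leaving out abundant genes were chosen after the results were seen. The cause was not tested for any of the changes below unless one is given. Permutation after subtracting the identifier number takes no account of the subtraction, so calls gained that way are weak evidence. No list score or list median past the threshold changed its sign. Single genes did. With the identifier block all but 7 of the 343 genes called lower in MLE-sham than in ENT-sham kept their sign, the smallest share among the comparisons, and ABCC8 went from -4.18 to 1.96 in MLE-BDL against ENT-BDL.

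At any fold change the genes called in the comparisons of BDL with sham became 2823 in ENT, 736 in SLE, and 2339 in MLE, those between BDL groups 3176 for SLE and 2722 for MLE against ENT and 147 for MLE against SLE, those between sham groups 4463 for SLE and 3417 for MLE against ENT and 162 for MLE against SLE, and those against ENT-sham 5870 in SLE-BDL and 5711 in MLE-BDL. Genes called on all diets became 283 and in all BDL comparisons 13. These are larger because a threshold was removed. With at least 10 counts in every pig, which removes genes that are off in any group, the same counts in the same order were 224, 91, and 263, then 200, 226, and 39, then 366, 250, and 32, then 505 and 652. On all diets 34 genes were called, and the interaction of MLE and ENT had 17.

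DESeq2 on all pigs gave 109 genes between MLE-BDL and SLE-BDL, 12 in all BDL comparisons, and interactions of 47 genes for MLE and ENT and 118 for MLE and SLE. DESeq2 on the groups compared gave 104 genes between MLE-BDL and SLE-BDL, 154 between MLE-sham and SLE-sham, and 10 in all BDL comparisons. On those groups edgeR gave 9 between MLE-BDL and SLE-BDL, 134 for BDL in SLE, 1 in all BDL comparisons, and 51 on all diets. The identifier block gave 10 between MLE-BDL and SLE-BDL, 1 in all BDL comparisons, and 76 in the interaction of MLE and ENT. The replicate block moved no count by this much, with 539, 219, and 620 genes for BDL against sham in ENT, SLE, and MLE.

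The interaction of MLE and ENT had 6 genes at equal depth and 38 with both matching ENT libraries left out, where that of SLE and ENT had 725. With 1 pig left out it ranged from 0 to 47 genes, with 14 fits at 0 and the highest without ENT-sham replicate 2. That of MLE and SLE ranged from 22 (without MLE-BDL replicate 5) to 96 (without SLE-BDL replicate 6), and that of SLE and ENT from 277 (without SLE-sham replicate 4) to 764 (without ENT-sham replicate 2). Genes between MLE-BDL and SLE-BDL ranged from 27 to 91, and between MLE-sham and SLE-sham from 47 (without MLE-sham replicate 3) to 93 (without SLE-sham replicate 9). Genes called in all BDL comparisons ranged from 4 to 8 around 6. The other counts moved by less than 1.5 times, with ENT highest at 801 without ENT-sham replicate 2.

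The component distance between SLE-BDL and MLE-BDL was 10.6 without ENT-BDL replicate 1, 10.7 without ENT-sham replicate 2, and 12.4 without both, in each case past the threshold, unlike with all pigs. Of the 84 list tests past the threshold 4 remained when camera estimated the correlation between genes. That correlation is larger than the preset value in lists of coexpressed genes, which widens the test by construction.

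Among Figure 6 scores, the xenobiotic difference of SLE-BDL from ENT-BDL passed the threshold with both matching libraries left out (-0.59), with the identifier number subtracted (-0.75), and with a median z-score (-0.68). The xenobiotic change in SLE passed it with both left out (-0.47) or the number subtracted (-0.52), and the bile acid change in SLE no longer passed it with a median z-score (-0.43). With the number subtracted the inflammation differences from ENT-BDL passed it in SLE-BDL (0.29) and MLE-BDL (0.38). In the clustering, the diets on which sham and BDL joined first became 3 for bile acid and 1 for xenobiotic genes with the number subtracted. Without scaling they became 1 for bile acid, 2 for xenobiotic, and 0 for inflammation genes, and with Ward linkage 1 for bile acid, 1 for xenobiotic, 2 for circadian, and 0 for inflammation genes. Ward linkage on Euclidean distance keeps a shift common to all genes of a list, which correlation distance removes.

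Group labels were drawn at random to give 100 divisions of the pigs, the real one included. Each of the 11 comparisons reached the real count in 1 division, the real one. So did the genes called on all diets and in all BDL comparisons, which says nothing beyond the sizes of the lists, because the single comparisons of the other divisions called a median of 0 or 1 gene. The highest count of another division was 35, 33, and 120 for BDL against sham in ENT, SLE, and MLE, and between BDL groups 52 for SLE and 22 for MLE against ENT. For MLE-BDL against SLE-BDL it was 50, close to the real 60, and for the interaction of SLE and ENT 360, close to the real 377. It was 4 for the interaction of MLE and SLE and 50 for that of MLE and ENT, above the real 10. Between sham groups it was 242 for SLE and 212 for MLE against ENT and 1 for MLE against SLE, and against ENT-sham 339 for SLE-BDL and 747 for MLE-BDL. The number of lists past the threshold of camera was reached in 4 divisions for ENT, 26 for SLE, and 6 for MLE, and between BDL groups in 55 for SLE and 23 for MLE against ENT and 79 for MLE against SLE. For all but ENT this is in line with chance, and the number of lists that pass camera is therefore no measure of a difference between groups. Conclusions on lists rest on the permutation tests of the scores.

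Of 679 values of named genes under the alternatives, 636 kept their call, 30 lost it, and 13 gained it. With 1 pig left out 1939 of 1997 kept it. Of 404 score differences 373 kept it, as did 119 of 126 score interactions and 412 of 486 list medians, most of the last lost with an estimated correlation. With both matching ENT libraries left out the score interaction of SLE and ENT for cholangiocyte markers was -0.8 and past the threshold.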

Differences from the paper's values

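The alternatives that leave out pigs, other than SLE-sham replicates 9 and 10, were chosen after the results were seen, and the others below were set before the data were examined. The paper gives 1097 genes for BDL in ENT pigs, against 549 here. None of the alternatives set before the data were examined came within 1.5 times of that count: 555 with RLE normalization, 681 without a filter, 224 with at least 10 counts, 539 with the replicate block, 599 with the identifier block, 577 with DESeq2, 656 with DESeq2 and 400 with edgeR on the groups compared, and 2823 at any fold change. With both matching ENT libraries left out, chosen after seeing the values, 723 genes were called, and without ENT-sham replicate 2, also chosen after seeing the values, 801, which is within 1.5 times.

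For MLE-BDL against SLE-BDL the paper gives 125 genes, against 60 here. DESeq2 on all pigs (109), DESeq2 on these groups (104), and any fold change (147) came within 1.5 times. So did leaving out SLE-BDL replicate 6 (91) or 11 (88), both chosen after seeing the values, whereas leaving out any other pig of these groups gave 27 to 78. The other alternatives set before the data were examined did not: RLE normalization 64, no filter 53, at least 10 counts 39, replicate block 56, identifier block 10, and edgeR on these groups 9.

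The paper gives 143 genes common to the diets, against 83 here. The identifier block (98) and DESeq2 on the groups compared (101) came within 1.5 times, as did leaving out ENT-sham replicate 2 (120) or both matching ENT libraries (114), chosen after seeing the values. RLE normalization (81), no filter (68), at least 10 counts (34), replicate block (73), DESeq2 on all pigs (94), edgeR on the groups compared (51), any fold change (283), and leaving out SLE-sham replicate 9 (63) or 10 (71) did not. Common to the comparisons of BDL groups the paper gives 12 genes, against 6 here. DESeq2 on all pigs reached 12, DESeq2 on the groups compared 10, and any fold change 13. Leaving out SLE-BDL replicate 2, 6, or 11, chosen after seeing the values, gave 8, which is at 1.5 times, and leaving out any other BDL pig 4 to 7. RLE normalization gave 6, no filter 4, at least 10 counts 4, replicate block 5, identifier block 1, and edgeR on the groups compared 1.

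The paper states that the enteral diet showed the most changed genes after BDL. Here MLE (612) had more than ENT (549), and the same held under the alternatives set before the data were examined, except at any fold change, where ENT had the most (2823 against 2339). ENT also had the most with both matching libraries left out (723 against 612) and without ENT-sham replicate 2 (801), alternatives chosen after seeing the values. Responses of MLE and ENT differed for 10 genes. The paper also has more genes apart from ENT-BDL in SLE-BDL than in MLE-BDL, whereas here there were 508 and 515. The order was as in the paper at any fold change (3176 and 2722), without a filter (658 and 617), with the replicate block (494 and 492), and with the identifier block (547 and 499). It was also as in the paper without ENT-BDL replicate 3 (506 and 502) or 5 (481 and 467), chosen after seeing the values.

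The paper reports no metabolic pathway significantly lower after BDL on SLE. Here peroxisome and fatty acid oxidation scores were lower on SLE by 0.59 (permutation test, adjusted p = 0.044), and the responses on SLE and the other diets did not differ past the threshold. These are lists of a different make from the paper's pathways. It reports retinol metabolism among the lower pathways of MLE-BDL against SLE-BDL, which here changed by -0.14 (camera, adjusted p = 0.145) and by -0.19, past the threshold, with the identifier block.

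The paper states that xenobiotic and bile acid genes grouped the enteral and mixed emulsion animals together. Here group means of these genes split ENT from the PN groups last, and ENT-sham grouped with MLE-sham alone under Ward linkage. It states that inflammation genes grouped by surgery, which here was the case without scaling per gene. The main clustering ignores a shift common to all genes, so it could not show a uniform rise with BDL. Under Ward linkage sham and BDL joined first on 0 diets, and the last split set ENT-sham and MLE-sham apart. Surgery held 30.6% of the variance of these genes and diet 15.8%. The labels of the Figure 6 panels for inflammation and xenobiotic genes are exchanged between the paper's text and its legend, and the genes were taken by the titles drawn in the figure.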

Other observations

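The tests of the matching libraries other than the share of equal genes, and the tests of acute-phase genes against identifier numbers, were chosen after the results were seen. ENT-sham replicate 2 and ENT-BDL replicate 1 had a chi-square per degree of freedom of 2.03, whereas the lowest of 220 other pairs with the same identifier number was 19.2, which argues against shared handling of those pigs as the cause. Of 68 genes that are on in some pigs and off in others, 34 could be called in both libraries, and 100% were in the same state, against a median of 66.2% in pairs with the same number and 100% in 1 pair with different numbers. This is consistent with RNA of the same pig in both. A score over genes that rise with BDL on MLE was 0.92 in both libraries, whereas the other ENT-sham pigs had -0.92 to -0.64 and the other ENT-BDL pigs 0.05 to 0.77. That is in line with a wrong ENT-sham label, or with 1 liver sequenced under both labels, and the value of 0.92 argues against a wrong ENT-BDL label. Counts alone do not settle which, and neither library was relabelled.

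The effect of this pair on the ENT results is large. Without ENT-sham replicate 2 the log2 fold change of CXCL8 in ENT went from 2.90 to 5.36 and that of MMP7 from 2.22 to 4.47, and SOX9 went from 0.70 to 1.10 and past the threshold. Interactions of SLE and ENT rose from 377 to 725 genes with both libraries left out. The TMM factors of these libraries were 1.1966 and 1.1971.

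The paper names SOX9, MMP7, TGFB1, CYP7A1, and FGF19 outside its RNA-Seq results, and their counts are given here. Its values of SOX9, MMP7, TGFB1, and CYP7A1 are from qPCR, a different measure. By qPCR it reports SOX9 and MMP7 higher after BDL on every diet, and CYP7A1 higher in ENT but not in MLE. Here, with all pigs, SOX9 in ENT and SLE and MMP7 in SLE were not past the threshold. CYP7A1 was past it on MLE, unlike in the paper, with low expression there. SOX9 (chromosome 12, 8642154-8647315) rose by log2 1.65 in MLE (SE 0.33, adjusted p = 0.000272), with 0.70 in ENT (adjusted p = 0.0739) and 0.84 in SLE (adjusted p = 0.0918). MMP7 (chromosome 9, 33214590-33225080) rose by 2.22 in ENT (SE 0.52, adjusted p = 0.00155), 1.49 in SLE (adjusted p = 0.0995), and 2.15 in MLE (SE 0.60, adjusted p = 0.0101). TGFB1 (chromosome 6, 49332169-49348642) rose by 0.52 in MLE (SE 0.14, adjusted p = 0.00812), with 0.12 in ENT (adjusted p = 0.564) and 0.24 in SLE (adjusted p = 0.327). CYP7A1 rose after BDL on every diet, in ENT from 12.2 ± 16 to 70.1 ± 43.8 CPM (2.52, SE 0.54, adjusted p = 0.00051) and in MLE from 0.503 ± 0.756 to 3.52 ± 2.11 (2.84, SE 0.83, adjusted p = 0.014), and was lower than in ENT-BDL by 2.87 in SLE-BDL (adjusted p = 0.000149) and 4.31 in MLE-BDL (adjusted p = 7.73e-06). FGF19 (chromosome 2, 3583027-3586985) had 1 count in 1 SLE-BDL pig and 0 in all others, under the floor of 3, so no fold change is given.

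Acute-phase genes were lower in MLE-BDL than in SLE-BDL. This list of 22 genes was made after the values were seen. Of these 20 were lower, 10 past the threshold, with a median log2 fold change of -0.84, or -0.85 at equal library size, which argues against library size. The score differed by -1.03 (exact permutation p = 0.00099), with 6 of 8 MLE-BDL pigs below every SLE-BDL pig. It differed by -0.94 with the identifier number subtracted. It differed by -0.13 between 5 ENT pigs with later and 15 with earlier numbers, both matching libraries left out (exact permutation p = 0.5). Both values argue against earlier and later numbers as the whole cause, although the groups share only 2 of the 8 numbers. A test written before gave a lower hepatocyte marker score in MLE-BDL (-0.61), consistent with fewer hepatocytes among the cells sampled. Because 4 of those markers are acute-phase genes and scores are not on the scale of fold changes, a further test was chosen after that result was seen. The 16 markers that are not acute-phase genes had a median of -0.22, 13 of them lower, which argues against a lower share of hepatocytes as the whole cause but leaves it open for a part. Medians of other cell markers were 0.01 for cholangiocytes and endothelium, -0.05 for macrophages, 0.07 for stellate cells, and 0.15 for lymphocytes. A list of this kind, measured as protein in plasma, could be tested in new pigs.

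The 60 genes between MLE-BDL and SLE-BDL fell to 10 with the identifier block, and were 60 at equal library size and 59 without the 10 most abundant genes. The 48 lower genes had a median of -1.40 with the block in place of -1.53. The same genes had a median of -0.19 between 5 ENT pigs with later and 15 with earlier numbers, both matching libraries left out. These sizes argue against a difference between earlier and later numbers as the whole cause. Pigs of both groups share only 2 of the 8 numbers, so group and number are largely confounded, and a contribution of the number stays open.

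In the paper's supporting data, in the paper's units, direct bilirubin had a median of 0.06 in ENT-sham, 1.35 in SLE-sham (8 of 9 pigs above every ENT-sham pig), and 0.25 in MLE-sham (9 of 9), and GGT medians of 47.3, 250.61 (10 of 11), and 66.78 (4 of 9). These values were not linked to the sequenced pigs, whose number in SLE-sham is 10, and 1 SLE-sham pig had a bilirubin of 0.03, within the range of ENT-sham. The score over BDL genes was higher by 0.47 in SLE-sham than in ENT-sham pigs. Whether cholestasis of SLE-sham pigs lowers the count of genes changed after BDL on SLE was not tested and is left open.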
